# Upregulation of adenosine A_2A_ receptor in astrocytes is sufficient to trigger hippocampal multicellular dysfunctions and memory deficits

**DOI:** 10.1038/s41380-025-03115-9

**Published:** 2025-07-23

**Authors:** Agathe Launay, Kevin Carvalho, Athénais Genin, Thibaut Gauvrit, Paola Nobili, Victoria Gomez-Murcia, Emma Augustin, Anaëlle Burgard, Johanne Gambi, Déborah Fourmy, Bryan Thiroux, Didier Vieau, Alexis-Pierre Bemelmans, Stephanie Le Gras, Luc Buée, Miranda E. Orr, Etienne Audinat, Anne-Laurence Boutillier, Gilles Bonvento, Karine Cambon, Emilie Faivre, David Blum

**Keywords:** Neuroscience, Diseases

## Abstract

Adenosine is an ubiquitous neuromodulator that ensures cerebral homeostasis. It exerts numerous functions through the activation of G-protein-coupled adenosine receptors (ARs), in particular A_1_ (A_1_R) and A_2A_ (A_2A_R) receptors. Interestingly, A_2A_R levels are upregulated in cortical and hippocampal regions in several pathological conditions such as Alzheimer’s disease, tauopathies or epilepsia. Such abnormal upregulations have been particularly reported in astrocytes, glial cells that play a key role in regulating synaptic plasticity. However, the overall impact and the underlying mechanisms associated with increased A_2A_R in astrocytes remain poorly understood. In the present study, we induced the upregulation of A_2A_R in hippocampal astrocytes using dedicated AAVs and comprehensively evaluated the functional consequences in 4 months-old C57Bl6/J mice. Our results show that A_2A_R upregulation primarily promotes alterations of astrocyte reactivity, morphology and transcriptome, with a link to aging-like phenotype as well as secondary impairments of neuronal excitability and microglial phenotype. These changes driven by a restricted A_2A_R upregulation in hippocampal astrocytes were sufficient to induce impairments of short-term spatial memory and spatial learning. This study highlights the impact of astrocytic A_2A_R upregulation, as seen in various neurological conditions, on the development of a detrimental multicellular response associated with memory alterations and provides an additional proof-of-concept for the value of targeting this receptor in different neurodegenerative conditions.

## Introduction

Adenosine is a widespread modulator of the central nervous system (CNS) involved in a large number of key processes such as of neuromodulation and synaptic plasticity, controlling, among others, cognition and the sleep-wake cycle [1]. The multiple effects of adenosine in the brain are mediated by the activation of adenosine receptors (ARs), in particular A_1_ (A_1_R) and A_2A_ (A_2A_R) receptors. These are G-protein coupled receptors, expressed by neurons and glial cells, that respectively associate to Gi (inhibitory) and Gs (excitatory) proteins, which both modulate the activity of adenylate cyclase and the production of cyclic AMP in an opposite manner. Together, they fine tune synaptic plasticity by regulating neurotransmitter release and uptake (e.g. glutamate and GABA) as well as the function of many other receptors, for instance D2R, mGluR5 or NMDAR [1–9]. This likely explains the large modulatory impact of caffeine, a non-selective AR antagonist, towards brain network activity [1, 10–14].

Parenchymal expression of ARs, especially the A_2A_R subtype, is upregulated in several neurological conditions [15], and particularly in the brain of patients with cognitive pathologies such as Alzheimer’s disease, other tauopathies, depression or seizures as well as related experimental models [16–23]. Accrediting a detrimental role of such A_2A_R dysregulation, receptor overactivation using a selective agonist [24] or its selective upregulation in neurons [16, 17, 25–27] have been shown to favor the development of cognitive impairments. In line with this, normalizing A_2A_R function was found to alleviate behavioral and plasticity impairments in various neurodegenerative models [17, 19, 21, 28–31].

Besides neurons, pathological upregulation of A_2A_R also occurs in astrocytes [18, 22, 32–34], glial cells highly intertwined with synaptic processes [35]. Few in vitro studies demonstrated that A_2A_R upregulation in astrocytes functionally alters several of their known functions such as the recycling of glutamate, the Cx43 gap junction hemichannels and their pro-inflammatory profile [6, 7, 36–38]. In vivo, effects of such A_2A_R astrocytic dysregulation remain largely ill-defined. To fill this gap, the present study aimed at investigating the functional outcomes of A_2A_R astrocytic upregulation on hippocampal astrocyte biology as well as its consequences on neuronal and microglial biology and, ultimately, memory.

## Materials and methods

All methods were performed in accordance with the relevant guidelines and regulations.

### Animals

Two-months male C57Bl6/J mice (from Charles Rivers) were maintained in groups of 5-6 in ventilated cages in a SOPF facility (12 h/12 h light/dark cycle, 22 °C), with *ad libitum* access to food and water. The animals were maintained in compliance with European standards for the care and use of laboratory animals and experimental protocols were approved by the CEEA75 ethical committee (12787-2015101320441671v9). The sample size was chosen based on preliminary experiments in order to comply to the 3R rules.

### Astrocytic A_2A_R hippocampal overexpression

Upregulation of the murine A_2A_R (mAdora2a), or the enhanced form of the green fluorescence protein (eGFP) as control, were obtained thanks to an adeno-associated virus (AAV) of 2/9 serotype with gene expressions under the control of a GfaABC1D astrocyte-selective promoter (AAV2/9-GfaABC1D-A2A or AAV-A2A; AAV2/9-GfaABC1D-GFP or AAV-GFP, respectively) (Fig. 1; Supplementary Figure 1). WT animals were randomly ascribed to the GFP or the A2A groups. For the surgical procedure, mice were deeply anesthetised with ketamine (150 mg/kg) and xylazine (10 mg/kg). Buprenorphine (0.05 mg/kg) was injected subcutaneously 30 min before the beginning of surgery followed by lidocaine (5 mg/kg) applied on the scalp. The AAVs were bilaterally injected in the CA1 hippocampal area of two months old C57Bl6/J mice at the following stereotaxic coordinates: -2.5 mm rostro-caudal; +/-1.5 mm medio-lateral axis; -1.7 mm dorso-ventral) with a final concentration of 1.10^9^ vg/μl and a total volume of 2 μl per injection site, at a rate of 0.25 μl/min. The needle was left in place for 1 min before the viral vector injection and remained in place for 5 additional minutes following injection, before being slowly removed. The skin was sutured and mice were allowed to recover. Except for behavioral studies where animals were investigated at the age of 3 to 4 months (i.e., one to two months post-injection), all other evaluations were performed at 4 months of age (i.e., two months post-injection). Noteworthy, in these conditions, AAV-based expression of GFP in astrocytes elicited neither astrocytic nor microglial reactivity, respectively assessed by GFAP and Iba1 immunostainings, as compared to PBS (Phosphate-buffered saline) injection (not shown).

**Fig. 1:**
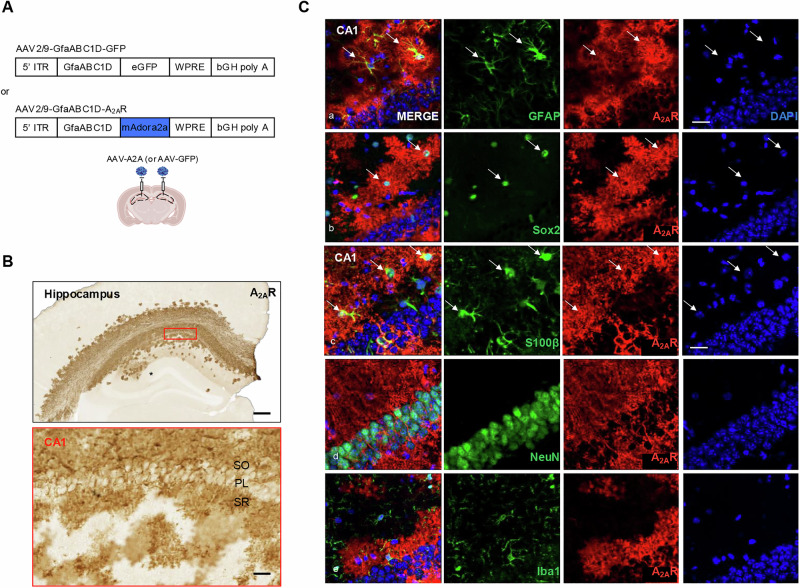
AAV-based astrocytic A_2A_R upregulation in the CA1 hippocampus in mice. **A** Astrocytic A_2A_R upregulation (or the GFP as control) has been obtained following bilateral hippocampal injection (CA1) of AAV2/9 carrying a transgenic murine A_2A_R (AAV-A2A; blue) or enhanced form of GFP (AAV-GFP; white) genes under the control of the GfaABC1D astrocytic promoter. **B** Representative images of A_2A_R immunostaining highlighting A_2A_R upregulation in the mouse CA1 hippocampus (scale bar=500 μm, upper picture) and, at higher magnification, the distribution within the *stratum oriens* (SO), pyramidal layer (PL) and *stratum radiatum* (SR) sublayers of CA1 (scale bar=60 μm, lower picture). **C** Representative images of A_2A_R co-immunostainings with the astrocytic markers GFAP (a), Sox2 (b) and S100β (c), neuronal marker NeuN (d) and microglial marker Iba1 (e) highlighting the exclusive expression of A_2A_R in CA1 astrocytes (scale bar=20 μm).

### Behavioral evaluations

Behavioral experiments as detailed in Supplementary methods were conducted on animals randomly assigned by experimenters blinded to the injection group.

### Euthanasia

Mice were sacrificed two months post-AAVs injection. They were deeply anesthetized with dolethal (200 mg/kg, intraperitoneal injection, i.p) and lidocaine was applied on the skin and ribs before transcardiac perfusion with cold NaCl (0.9%). Brains were removed and post-fixed in 4% paraformaldehyde (in PBS; pH 7.4) for 24 h at 4 °C and transferred into sucrose 30% overnight for saturation before being frozen. Coronal brains sections (35 μm) were cut using a Leica cryostat and stored in a PBS-azide (0.2%) at 4 °C until immunohistochemical analysis (A_2A_R, GFP, Iba1, GFAP, STAT-3, YAP, S100β, Sox2, NeuN, CD68, HMGB1). Immunohistological and quantification procedures related to these samples are described in the Supplementary methods.

### Transcriptomic analysis of hippocampal astrocytes

#### Tissue preparation

The cell sorting method was performed using the Neural Tissue Dissociation Kit (#130-092-628; Miltenyi Biotec; Supplementary Figure 2A). To do so, left and right hippocampi were dissected out following cervical dislocation and directly collected in Hank’s balanced salt buffer (HBSS 1X; #55021 C; Sigma) and kept at 4 °C. Hippocampi were then cut using dissecting scissors and incubated for 15 min at 37 °C to facilitate enzymatic digestion. Additional cell dissociation was performed using polished Pasteur pipettes with three different diameters (from the largest 5-6 mm, to the medium 3-4 mm, to the smallest 1-2 mm). Homogenates were slowly aspirated 10 times in each pipette and then were incubated at 37 °C for 10 min under slow and continuous rotation. Samples were then centrifuged (1200 rpm; 10 min at room temperature, RT) in an HBSS solution (1X; #55037 C; Sigma) and the supernatants discarded.

#### Myelin removal

The pellet was resuspended in an enzymatic solution from the kit before being incubated with the magnetic myelin removal beads (#130-096-731; Miltenyi Biotec) for 15 min at 4 °C. Cells were then washed by using buffer myelin removal solution and then centrifuged (1249 rpm; 10 min at RT). The pellet was re-suspended in the same solution and loaded onto the MS column, placed in the magnetic field separator. The eluted solution (unlabeled cells) was collected, containing cells without the myelin, while the magnetically labeled cells (cells with myelin) were retained on the MS column. The eluted solution was centrifuged in order to eliminate dead cells (1249 rpm; 5 min at RT).

#### Anti-ACSA-2 microbeads labeling

The pellet was re-suspended in buffer myelin removal solution with FcR blocking solution. Samples were incubated 10 min at 4 °C before addition of the anti-ACSA-2 (Astrocyte Cell Surface Antigen 2 [39] microbeads (#130-097-679; Miltenyi Biotec) and the solution was re-incubated for 15 min at 4 °C then centrifuged (1200 rpm; 10 min at 4 °C). The pellet was re-suspended in buffer myelin removal solution and loaded onto the MS column, placed in the magnetic field of the MACS^©^ separator. The magnetically labeled ACSA-2 cells were retained within the column, while the unlabeled cells ran through and were eluted. To increase purity, the positively selective fraction was separated over a second MS column.

#### Anti-CD11b microbeads labeling

The previously unlabeled cells eluted were centrifuged (1249 rpm; 5 min at 4 °C) and the pellet re-suspended in buffer myelin removal solution before addition of the anti-CD11b microbeads (#130-097-142; Miltenyi Biotec). Samples were incubated 15 min at 4 °C and then centrifuged (1200 pm; 10 min at 4 °C). The pellet was re-suspended in buffer myelin removal solution and loaded onto the MS column, placed in the magnetic field of the MACS^©^ separator. The magnetically labeled CD11b-positive cells were retained within the column, while the unlabeled cells ran through and were eluted. To increase purity, the positively selective fraction was separated over a second MS MACS^©^ column.

In order to perform the sequencing analysis, RNA was extracted from the ACSA-2 positive and CD11b positive cell suspensions corresponding to astrocytic cells or microglial cells, respectively. RNA sequencing was performed as indicated in the Supplementary methods.

##### 3D glial cell morphology

At the time of AAV-A2A and AAV-GFP stereotaxic injections, a dedicated group of mice also received a retro-orbital (RO) venous sinus delivery of an AAV-PHP.eB at 5.10^10^ vg in 50 μl total volume using a U100 insulin syringe (BD micro-fine 0.3 mL, 30-gauge needle). This AAV with a PHP.eB capsid (AAV-PHP.eB-GfaABC1D-Tomato or AAV-PHP.eB), known to cross the blood-brain barrier after intravenous injection [40], was used to express the fluorescent Tomato protein in sparse astrocytes to allow 3D imaging afterwards (Fig. 2E–G). For these mice, brains were removed and post-fixed in 4% PFA (in PBS; pH 7.4) for 24 h at 4 °C and stored into PBS-azide until process. They were cut using a Leica vibratome (parameters: 0.12 speed and amplitude of 2 μm) at a thickness of 100 μm according to the coronal axis. The astrocytic 3D-reconstructions were performed thanks to the confocal microscope and the imaging software Imaris (Bitplane, USA).

**Fig. 2:**
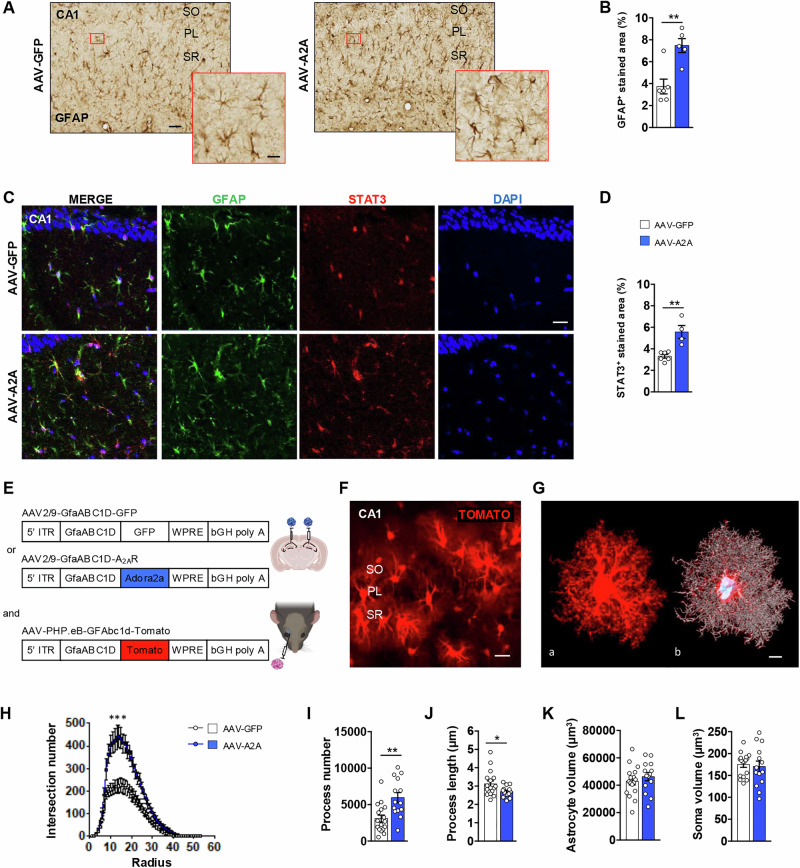
A_2A_R upregulation in hippocampal astrocytes impacts their reactivity and complexity. **A** Representative images of GFAP immunostainings in the CA1 of AAV-GFP (left panel) and AAV-A2A (right panel) animals (scale bar=100 μm; magnification in red inserts scale bar=50 μm). **B** Quantification indicates a significant increase of the GFAP^+^ staining in the hippocampal CA1 astrocytes of AAV-A2A mice as compared to AAV-GFP controls (N = 5-6 mice/group; 3-5 sections analyzed/animal; **P < 0.01 vs. AAV-GFP; Mann-Whitney test). **C** Representative images of GFAP (green), STAT3 (red) and DAPI (blue) co-immunostainings in the hippocampal CA1 area of AAV-GFP (upper panel) and AAV-A2A (lower panel) animals (scale bar=50 μm). **D** A significant increase of the STAT3^+^ staining in the GFAP^+^ astrocytes of AAV-A2A mice was observed as compared to AAV-GFP controls in the hippocampal CA1 area (N = 4-6 mice/group; 2-3 sections analyzed/animal; **P < 0.01 vs. AAV-GFP; Student’s t-test). **E**, **F** A retro-orbital injection of an AAV-PHP.eB carrying tdTomato gene under the control of the GfaABC1D astrocytic promoter in both AAV-GFP and AAV-A2A animals was performed **(E)** in order to express tdTomato protein in sparse CA1 astrocytes (cytosol and arborization; scale bar=60 μm; **F**). **G** Isolated Tomato^+^ astrocytes of the *stratum radiatum* CA1 sublayer were imaged by high-resolution imaging (a) and 3D-reconstructed using Imaris software (b). **H–J** An increase in the intersection number, as shown by Sholl analysis (***P < 0.0001 vs. AAV-GFP, Two-Way ANOVA; **H**) as well as of the number of the astrocytic processes (N = 14-17 astrocytes from N = 5-6 mice/group; **P < 0.01 vs. AAV-GFP, Student’s t-test; **I**) was found in the *stratum radiatum* CA1 astrocytes of AAV-A2A condition as compared to the AAV-GFP controls. That was accompanied by a reduced process length (N = 14-17 astrocytes from N = 5-6 mice/group; *P < 0.05 vs. AAV-GFP; Student’s t-test; **J**) **(K–L)** No change in the overall astrocyte volume (P = 0.40; **K**) or the astrocytic soma volume (P = 0.74; **L**) could be observed AAV-A2A animals as compared to the AAV-GFP controls (N = 14-17 astrocytes from N = 5-6 mice/group). Values are represented as mean ± SEM. *Stratum oriens* (SO); pyramidal layer (PL); *stratum radiatum* (SR) sublayers.

#### Astrocytic 3D-reconstruction and analysis

The 100 μm mouse free-floating vibratome sections were directly mounted on slides and coverslips (High performance thickness 1^1/2^ and diameter 0.170 ± 0.005 mm; Zeiss). Tomato-positive astrocytes of the CA1 area were imaged on a Zeiss LSM-710 confocal microscope taking-up to 50 stacks at 0.43 μm steps with a x63 oil objective (optimal frame size of 1348). The complex arborization of the CA1 astrocytes was 3D reconstructed using the “filament tracer” rendering function in Imaris and 3D analyzed using the Imaris plug-in “X-tension” (4-6 astrocytes/mice). Then the 3D cell and soma volumes as well as the number, the length of the processes and the Sholl intersections were analyzed. Sholl intersections are the number of times a cell extension in a 2D representation intersects the concentric circles, or radius, positioned at a 1 μm interval and starting from the cell soma.

#### Microglia 3D-reconstruction and analysis

After performing Iba1 immunofluorescence on 35 μm mouse free-floating sections, Iba1^+^ cells of the CA1 area were imaged using a Zeiss Spinning Disk high-resolution microscope taking-up to 15 z-stacks at 1.5 μm steps with a 40x oil objective. The complex arborization of the CA1 microglia was 3D reconstructed using the “filament tracer” rendering function in Imaris and 3D analyzed using the Imaris plug-in “X-tension” (10-15 microglia/mice). Then the Sholl intersections were analyzed.

##### Preparation of synaptosomes

One hippocampus per mouse was homogenized in 200 μl of Tris buffer (pH 7.4) containing 10% sucrose using a Potter-Elvehjem on ice. Protein concentrations were quantified using the bicinchoninic acid assay (Pierce) and diluted in Tris buffer (pH 7.4) containing 10% sucrose to obtain a final concentration of 4 ug/μl. 200 μl of Syn-PER™ Synaptic Protein Extraction Reagent (#87793; Thermofisher, France) was then added to 100 μl of the protein homogenates. The samples were homogenized again using a Potter-Elvehjem and then centrifuged (1200 g; 10 min at 4 °C). Cell debris were discarded, supernatants centrifuged (15000 g; 20 min at 4 °C) and the resulting pellets resuspended in 100 μl of Syn-PER™ solution. These samples were stored at −20 °C until use. Related Western blot analysis is described in the Supplementary methods.

##### Determination of Neuronal excitability using DREADD

In order to evaluate the neuronal excitability in animals with astrocytic A_2A_R upregulation, a serotype 5 AAV carrying hM3Dq DREADD receptor (Designer Receptor Exclusively Activated by Designer Drugs) and mCherry genes, under the control of the neuronal CaMKII (Ca^2+^/calmodulin-dependent protein kinase) promoter, was used (AAV5-CaMKII-hM3Dq-mCherry or AAV-hM3Dq). The AAV-hM3Dq was bilaterally co-injected with the AAV-A2A or AAV-GFP in the CA1 hippocampus area at the concentration of 1.10^9^ vg/μl with a total volume of 2 μl per injection site at a rate of 0.25 μl/min (N = 5/group). Two months following the AAV stereotaxic injections, mice were i.p. administrated with clozapine-N-oxide (CNO; 5 mg/kg), an hM3Dq exogeneous and synthetic ligand, or saline (NaCl; 0.9%) as a control, 90 min before sacrifice (as described above) to acutely activate the hM3Dq-DREADD receptor and evaluate the immediate early genes (IEGs) expression by mRNA and immunohistochemical analysis. To validate the neuronal expression of hM3Dq-DREADD receptor in CA1, we performed an immunohistochemical amplification of the mCherry protein with an anti-RFP antibody for proper visualization. mCherry and RFP stainings cannot be differentiated as both emit at close wavelength. We used this methodology on purpose allowing to reveal better the localization of hM3Dq tagged with RFP. RNA extractions and RT-qPCR from whole hippocampi were performed as described previously [16]. Sequences of primers used in this study are given in Supplementary Table 1. Cyclophilin A was used as a reference housekeeping gene for normalization. Immunohistological and analysis procedures regarding these samples are described in the Supplementary methods.

### Electrophysiological and analysis procedure

#### Acute hippocampal slices

Hippocampal slices were prepared from six-month-old AAV-GFP and AAV-A2A mice. Animals were anaesthetized with isoflurane, humanely killed by cervical dislocation and decapitated. After dissection of the hippocampi, 350-μm-thick transverse hippocampal slices were cut with a Leica 1200S vibratome in an oxygenated (5% CO_2_ and 95% O_2_) ice-cold protective extracellular solution containing (in mM): 93 NMDG, 20 HEPES, 2.5 KCl, 1.2 NaH_2_PO_4_, 30 NaHCO_3_, 2 thiourea, 25 D-glucose, 5 sodium ascorbate, 3 sodium pyruvate, 0.5 CaCl_2_ and 10 MgCl_2_ (pH 7.3, 310 mOsm). After cutting, slices were transferred to the NMDG-HEPES solution for 5-6 min at 33 °C and then incubated at 33 °C for 30 min in regular artificial cerebrospinal fluid (aCSF) containing (in mM): 2.5 KCl, 126 NaCl, 26 NaHCO_3_, 1.25 NaH2PO_4_, 1 sodium pyruvate, 20 mM D-glucose, 2 CaCl_2_, and 1 MgCl_2_ (pH 7.4, 310 mOsm). Slices were maintained at RT (22–24 °C) for up to 5 h in the regular oxygenated aCSF before performing experiments.

#### Electrophysiological recordings

Slices were transferred to a recording chamber placed on the optic path of an upright microscope (Olympus BX51) and perfused with regular oxygenated (5% CO_2_ and 95% O_2_) aCSF (articificial cerebrospinal fluid) at 3 ml/min at a temperature of 32–33 °C. Signals were acquired with Axopatch 200B amplifiers coupled to DigiData 1322 interface, using Clampex 10.5 (Molecular Device). Local field potentials (LFPs) were recorded with a glass micropipette (1MΩ) filled with aCSF and placed in the stratum radiatum of CA1. Signals were acquired in Current Clamp, low-pass filtered at 1 kHz and digitized at 10 kHz. The excitability of the hippocampal network was tested by inducing neuronal burst activities with aCSF containing 4-AP (4-Aminopyridine; 200 μM; HELLOBIO HB1073) and low Mg2+ (20 μM). Slices were first recorded in control aCSF before switching to the low Mg^2+^/4-AP solution. The burst frequency was averaged over 10-14 min from the first burst.

##### Statistical analysis

Behavioral experiments and ll immunohistochemical analysis were conducted by an experimenter blinded to the experimental group. The results were expressed as the mean ± SEM. Data normality was tested using Shapiro-Wilk test. If normality was confirmed, differences between groups were generally determined using either Student’s t-test, One-Way ANOVA followed by a Tukey’s post-hoc test or by two-way ANOVA. Otherwise, data were tested using a Mann-Whitney test. All statistical analyzes were performed with GraphPad Prism version 10 software. A p-value (P) of less than 0.05 was considered significant.

## Results

### Astrocytic upregulation of A_2A_R in the mouse CA1

To determine the impact of astrocytic A_2A_R upregulation in the mouse hippocampus, we bilaterally injected dedicated adeno-associated viral (AAV) vectors allowing the selective expression of A_2A_R (AAV-A2A) or GFP (AAV-GFP), taken as a control, in the CA1 astrocytes of two-month-old C57Bl6/J mice and animals were studied 2 months post-injection (Fig. 1A). Immunohistochemistry using antibodies against A_2A_R or GFP allowed to visualize their hippocampal levels in the different CA1 sublayers i.e., *stratum oriens* (SO), pyramidal layer (PL) and *stratum radiatum* (SR) (Fig. 1B; Supplementary Figure 1). Co-immunostainings using antibodies directed against astrocytic (GFAP, Sox2, S100β), neuronal (NeuN) and microglial (Iba1) markers showed exclusive expression of A_2A_R by astrocytes, as expected (Fig. 1C).

### Astrocytic impact of A_2A_R upregulation on reactivity and morphological complexity

Astrocytes can adopt a reactive phenotype which is notably characterized by an increased expression of GFAP, an intermediate filament protein. We found a significant increase of the GFAP^+^ staining in the CA1 of AAV-A2A mice as compared to the AAV-GFP control (+ 100.2 ± 38.3%; P = 0.0087; Mann-Whitney test; Fig. 2A, B). Recent studies have identified the JAK2/STAT3 signaling pathway as a central player in the induction of the astrocytic reactive state in pathological conditions such as Alzheimer’s disease (AD) and Huntington’s disease [41]. Accordingly, we performed a GFAP/STAT3 co-immunostaining and observed a significant increase of STAT3^+^ staining within the GFAP^+^ astrocytes of the CA1 area in the AAV-A2A condition as compared to the AAV-GFP control (+ 68.3 ± 35.9%; P = 0.0024; Student’s t-test; Fig. 2C, D). Moreover, astrocytes continually adapt to their environment and exhibit morphological changes eventually associated with their reactive state [42]. In order to assess more finely the morphological changes of astrocytes upon A_2A_R upregulation, a 3D-reconstruction of the latter was performed, following a retro-orbital injection of an AAV-PHP.eB allowing the selective expression of tdTomato in sparse CA1 astrocytes (cytosol and arborization), of both AAV-A2A and AAV-GFP-injected mice (Fig. 2E, F). We thus imaged isolated tdTomato^+^ astrocytes in the CA1 *stratum radiatum* sublayer by high-resolution imaging and performed their 3D-reconstruction using Imaris software (Fig. 2G). Our results indicated a significantly higher number of intersections, as shown by Sholl analysis, consistent with a higher number of astrocytic processes in AAV-A2A vs. AAV-GFP mice (Fig. 2H, I). A decreased astrocytic processes length was also observed (Fig. 2J) without change of the overall astrocyte or soma volumes (Fig. 2K–L). Together, these results support that astrocytic A_2A_R upregulation promotes astrocyte reactivity and complexity.

### Aging-like molecular signature induced by astrocytic A_2A_R upregulation

To gain molecular insights on the impact of astrocytic A_2A_R upregulation, we performed a RNA sequencing analysis of hippocampal astrocytes of AAV-A2A and AAV-GFP-injected mice. To do so, we used magnetic cell sorting with ACSA-2 (Astrocyte Cell Surface Antigen 2 [39]; Supplementary Figure 2A) magnetic microbeads in order to isolate astrocytes from freshly dissected hippocampi. 

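RNA of the ACSA-2-enriched suspensions was sequenced as 6 libraries, 3 from AAV-GFP controls (named GFP-303, GFP-306 and GFP-307) and 3 from AAV-A2A animals (A2A-309, A2A-310 and A2A-313), at 4 months of age and 2 months post-injection. ACSA-2 is an antigen on the astrocyte surface, to which the magnetic beads bind. Full-length cDNA was amplified by PCR from small amounts of RNA, fragmented by a transposase and sequenced in single-end mode. The libraries carry no molecular identifiers, so reads are not independent molecules and any floor based on counts covers counting error only. The authors trimmed the reads, mapped them to the mm10 assembly (GRCm38) and deposited the number of uniquely aligned, unambiguously assigned reads per Ensembl gene, without normalization. Reads falling on overlapping genes were discarded by this counting, and the paper's text does not name a strand setting, so that genes overlapping on opposite strands have uncertain counts. The total count on genes was 41186183, 34093477 and 37286822 in the AAV-GFP libraries (median 37286822), and 33937067, 40726932 and 49217553 in the AAV-A2A libraries (median 40726932), in the order given above. Between 20271 and 21229 genes had at least 1 count per library. Apoe was the most abundant gene of each library, with 5.07 to 5.44% of the counts in AAV-GFP controls and 7.39 to 7.65% in AAV-A2A animals. No 2 replicates of a group had counts within sampling noise of each other (chi-square per degree of freedom between 55.2 and 164 for the 6 pairs), a noise that excludes the variation from amplification. Of the 27866 genes in the table, the 16451 kept by edgeR's filterByExpr filter were compared between AAV-A2A and AAV-GFP with edgeR's quasi-likelihood test after TMM normalization, and expression is given as CPM (counts scaled to a common library size after TMM normalization). A gene was called differentially expressed at the paper's thresholds, a Benjamini-Hochberg adjusted p under 0.05 and an absolute log2 FC over 0.32. The biological coefficient of variation between replicates was 0.52. The choice of test and of the filter on low counts changes how many genes pass these thresholds. Gene positions are those of the GENCODE annotation of GRCm38.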

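The enrichment was measured on the marker genes of Supplementary Figure 2B, as the difference in log2 CPM (prior count 2) between the 6 ACSA-2 libraries and the 6 libraries of hippocampal CD11b-positive cells, the microglia-enriched fraction of this study. The 7 astrocyte markers had a mean log2 CPM of 9.81 ± 0.196 (SD, n = 6) in the ACSA-2 libraries and 4.23 ± 0.622 (SD, n = 6) in the CD11b libraries, a difference of 5.58 (exact two-sided permutation test, p = 0.00216, the smallest p that 6 libraries against 6 allow; Benjamini-Hochberg adjusted p = 0.00541 over the 5 marker lists). Single astrocyte markers ranged from a difference of 2.82 for Fermt2 to 9.28 for Cldn10. The mean of the 4 endothelial markers was lower in the ACSA-2 libraries by a smaller amount, with a difference of -0.67 (exact permutation test, adjusted p = 0.0289). Single endothelial markers ranged from -2.47 for Pecam1 to 0.756 for Vwa1. The 4 oligodendrocyte markers (-0.58, adjusted p = 0.325 from the same exact test) and the 4 neuronal markers (-0.24, adjusted p = 0.671) did not differ between the fractions beyond the spread between libraries. These lists mix genes that go both ways, from -5.35 for Mag to 4.29 for Olig2 among oligodendrocyte markers and from -4.89 for Nos1 to 3.48 for Gria1 among neuronal ones. The sign of the neuronal list changed to 0.05 with a prior count of 10, and to 0.09 and 0.10 without library GFP-316 or GFP-317 of the CD11b fraction.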

Following RNA sequencing, and using an available database [43], we first validated our enrichment procedure by comparison of the expression of known genes specifically expressed by astrocytes with genes expressed by other cell types (Supplementary Figure 2B). The first Principal Component (PC1), which explained 40.24% of the variance, nicely separated our experimental conditions (Fig. 3A). 

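In a principal component analysis of the log2 CPM of the tested genes of the ACSA-2 libraries, centred and not scaled, PC1 explained 30.63% of the variance and PC2 24.13%. GFP-303, GFP-306 and GFP-307 lay at -76.5, -43.8 and -33.7 on PC1, and A2A-309, A2A-310 and A2A-313 at 27.0, 105.7 and 21.3, without overlap between the groups. The alternative that moved the share of PC1 most was the use of DESeq2's variance-stabilized values, with 42.16%. Both groups stayed apart on PC1 in each of the alternatives run, including those that left out 1 library.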

We found 1127 differentially expressed genes (DEG) in the AAV-A2A condition as compared to the AAV-GFP control, 916 being downregulated and 211 upregulated (|Log2 fold-change (FC)|>0.32; Adjusted P-value (Padj)<0.05; Fig. 3B; list of DEG available on Supplementary Table 3). 

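Of the tested genes of the ACSA-2 libraries, 553 passed both thresholds, with 29 upregulated and 524 downregulated in AAV-A2A animals, and 2141 had an unadjusted p under 0.05 (709 higher and 1432 lower). In each of the 553 genes the 3 AAV-A2A libraries lay entirely above or below the 3 AAV-GFP libraries. Over all tested genes, 3217 (19.6%) had no overlap between the groups, where chance gives 10%. The alternative that raised the count most was DESeq2, the test the paper used, on the same 6 libraries. It called 1263 genes, 271 upregulated and 992 downregulated. The one that lowered it most was edgeR on all 12 libraries, with 156 genes, 8 upregulated and 148 downregulated. With each library left out in turn, the count went from 272 (without GFP-306) to 448 (without A2A-309). The upregulated genes numbered 12, 6 and 12 without GFP-303, GFP-306 or GFP-307 and 8, 4 and 17 without A2A-309, A2A-310 or A2A-313, and the downregulated genes 378, 266, 329, 440, 291 and 313. Of the 1127 genes of the paper's Supplementary Table 3, which were selected on these libraries, 1123 were tested. All 1123 had the paper's direction and an unadjusted p under 0.05 in edgeR's test, 1101 (98%) had no overlap between the groups, and 532 passed the adjusted threshold. Among called genes without overlap and with a mean of at least 5 CPM, the largest rises after Adora2a were those of Serpina3n and Nktr. Serpina3n (ENSMUSG00000021091, chromosome 12 from 104406729 to 104414329), which has near-identical neighbours that the unique mapping of reads may have affected, rose from 58.4 ± 13.2 to 223 ± 21.9 CPM (SD, n = 3 per group), a log2 FC of 1.93 (SE 0.21, edgeR adjusted p = 0.00212). Nktr (ENSMUSG00000032525, chromosome 9 from 121719169 to 121756843) rose from 7.32 ± 1.11 to 24.6 ± 9.85 CPM, a log2 FC of 1.75 (SE 0.34, edgeR adjusted p = 0.0228), and passed the threshold in 2 of the 6 fits that left out a library. The largest falls besides Cdk6 were those of Neurod4 and Gm23935, whose size was set by single libraries. Neurod4 (ENSMUSG00000048015, chromosome 10 from 130268152 to 130280240) had 476, 4339 and 588 counts in the AAV-GFP libraries and 31, 63 and 65 in the AAV-A2A libraries, a log2 FC of -5.35 (SE 0.94, edgeR adjusted p = 0.013) that became -3.43 without GFP-306. Gm23935 (ENSMUSG00000076258, chromosome 16 from 11144125 to 11144181), a short gene inside Zc3h7a on the opposite strand and therefore uncertain, had 7263, 882 and 844 counts in AAV-GFP and at most 243 in AAV-A2A libraries, a log2 FC of -3.78 (SE 0.77, edgeR adjusted p = 0.0275) that became -2.13 without GFP-303. Its adjusted p was 0.139 once each library's trend on gene length and GC content was removed.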

The top ten of downregulated genes is given on Fig. 3Ci. 

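Among the genes of Fig. 3Ci, Lrrc8b (ENSMUSG00000070639, chromosome 5 from 105415775 to 105490074) fell from 73.1 ± 3.74 CPM in AAV-GFP controls to 11.4 ± 2.45 CPM in AAV-A2A animals (SD, n = 3 per group), a log2 FC of -2.69 (SE 0.23, edgeR adjusted p = 0.00106). The insulin receptor gene Insr (ENSMUSG00000005534, chromosome 8 from 3122061 to 3279617) fell from 330 ± 108 to 52 ± 27.3 CPM, a log2 FC of -2.66 (SE 0.40, edgeR adjusted p = 0.006). Both passed the threshold in all 6 fits that left out a library. Mitf (ENSMUSG00000035158, chromosome 6 from 97807052 to 98021349) fell from 15.2 ± 1.65 to 2.19 ± 1.16 CPM, a log2 FC of -2.78 (SE 0.49, edgeR adjusted p = 0.0139), and passed in 3 of these fits. Cmklr1 had a log2 FC of -5.00 (edgeR adjusted p = 0.00639) and passed in 5 of them. The remaining genes of the panel apart from Cdk6 had levels in AAV-GFP controls from 8.78 ± 5.47 CPM for Mn1 to 2.08 ± 1.59 CPM for Rab38. Their log2 FC was -3.22 for Mn1, -3.08 for Kcng1, -6.28 for Slc12a8 and -4.83 for Cntnap1, with edgeR adjusted p values of 0.0346, 0.0196, 0.0271 and 0.0178. Mn1, Slc12a8 and Cntnap1 passed in 1 of the 6 fits that left out a library and Kcng1 in 0. Rab38 had 148, 68 and 20 counts in the AAV-GFP libraries and 0 in all AAV-A2A libraries, where a floor of 3 counts gives an at least 28.3-fold lower level (edgeR adjusted p = 0.0308), and it passed in 1 of these fits.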

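Gene sets were tested on the counts of the ACSA-2 libraries with limma's camera (inter-gene correlation 0.01, Benjamini-Hochberg adjustment over 22 sets), and each set's shift is the median log2 FC of its genes less that of all tested genes. The Reactome set on the insulin receptor signalling cascade was lower in AAV-A2A animals, with a shift of -0.24 (adjusted p = 3.05e-04) and 23 of 72 genes with a positive log2 FC. The wider set on signaling by insulin receptor had a shift of -0.17 (camera adjusted p = 0.00181), with 34 of 91 genes higher, which became -0.09 without A2A-310 and -0.25 without A2A-313 and passed in both fits. For the glycolysis set (27 genes) the shift was -0.04 (camera adjusted p = 0.732) and for the glucose metabolism set (65 genes) 0.00448 (adjusted p = 0.853), neither of them beyond the spread between libraries. The sign of the former changed without A2A-310, and that of the latter without GFP-303 or A2A-313. Of the 22 sets, 10 passed the threshold. With limma's fry, which lets the libraries set the correlation between genes, 2 of them held, the insulin receptor signalling cascade (adjusted p = 0.0473) and the list of genes lower in astrocyte senescence (adjusted p = 0.013), and with the correlation estimated in camera 0 held. The alternative that moved the number of sets most among the others was the removal of each library's trend on gene length and GC content, after which 1 set passed, the list of genes lower in senescence. That alternative also tested the sets on adjusted log2 CPM in place of the counts. A call lost in it can therefore not be credited to the trend alone.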

Functional enrichment analysis provided by DAVID and GSEA analysis indicated that downregulated astrocytic genes in AAV-A2A mice are associated with several metabolic processes such as insulin signaling as well as glucose and glutamate metabolism (Fig. 3D; Supplementary Figure 3). 

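The 18 genes of the Reactome glutamate neurotransmitter release cycle tested in the ACSA-2 libraries had a shift of -0.28 relative to all genes (camera adjusted p = 0.446), which became 0.00755 without GFP-303. The related set on GABA synthesis, release and reuptake (16 genes) had a shift of -0.13 (camera adjusted p = 0.00716, fry adjusted p = 0.0512). It was -0.42 without GFP-303, -0.34 without GFP-306, -0.72 without A2A-309, -0.29 without A2A-310, -0.35 without A2A-313 and -0.44 with a filter of at least 10 counts in every library, passing in camera in each of these, and -0.08 (adjusted p = 0.165) once each library's trend on gene length and GC content was removed. Slc1a2 (ENSMUSG00000005089, chromosome 2 from 102658659 to 102790784) had 1780 ± 243 CPM in AAV-GFP controls and 1810 ± 78.5 CPM in AAV-A2A animals (SD, n = 3 per group), a log2 FC of 0.02 (SE 0.17, edgeR adjusted p = 0.986). Slc1a3 (ENSMUSG00000005360, chromosome 15 from 8634124 to 8710764) had 2910 ± 27.2 and 3460 ± 869 CPM, a log2 FC of 0.25 (SE 0.20, edgeR adjusted p = 0.717). Neither difference passed the threshold. The 2 genes Slc1a1 (3.4 CPM in AAV-GFP controls) and Slc1a6 (0.634 CPM) were near the lower end of detection, each with a log2 FC of -0.26 and a standard error of 0.61 and 1.06 (edgeR adjusted p = 0.937 and 0.969). Slc1a7 was not tested, having 39 counts in GFP-307 and 0 in the other 5 libraries. The direction of Slc1a1, Slc1a2 and Slc1a6 changed in fits that left out a library.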

The GSEA analysis particularly indicated a downregulated pathway noted as “glutamate_neurotransmitter_release_cycle”, containing several downregulated genes (Slc1a1, Slc1a2, Slc1a3, Slc1a6, Slc1a7) involved in the regulation of glutamate reuptake by astrocytes, among which Slc1a2, encoding GLT1 transporter. Further, our astrocytic RNA-Seq data also indicate that A_2A_R upregulation leads to a significant reduction of hippocampal mRNA levels of glutamine synthetase (GS), involved in the recycling of glutamate into glutamine (Log2 FC = -1.75; Padj=2.37^E-11^). 

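Glul (ENSMUSG00000026473, chromosome 1 from 153899944 to 153909723), which encodes GS, had 13300 ± 3680 CPM in AAV-GFP controls and 3720 ± 700 CPM in AAV-A2A animals (SD, n = 3 per group). Its log2 FC was -1.83 (SE 0.24, edgeR adjusted p = 0.00386), with no overlap between the groups. With each library left out in turn, the log2 FC stayed between -1.96 and -1.60 and passed the threshold in all 6 fits. In a fit of edgeR to all 12 libraries, which shares the wider spread of the CD11b libraries, the log2 FC was -1.86 and did not pass (adjusted p = 0.157).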

Downregulation of both GLT1 and GS have been validated by western blots (Supplementary Figure 4A, B). We also observed that astrocytic A_2A_R upregulation exerts a significant impact on genes governing/regulating transcriptional processes (Fig. 3D; Supplementary Figure 3). 

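The Reactome generic transcription pathway had a shift of -0.08 relative to all genes (camera adjusted p = 0.0315), with 62 of its 150 genes higher in AAV-A2A animals. It lost its call without GFP-303 (adjusted p = 0.195) or A2A-310 (adjusted p = 0.0803) and with a filter of at least 10 counts in every library (adjusted p = 0.0697) or with each library's trend on gene length and GC content removed (adjusted p = 0.179). Its shift was -0.12 without GFP-303, -0.125 without GFP-306, -0.13 without GFP-307 and -0.14 without A2A-313. With the trend removed its shift was -0.0999, so the call was not lost through a smaller shift. The RNA polymerase I transcription set (33 genes, shift -0.04, camera adjusted p = 0.945) and the cell cycle set (451 genes, shift 0.00481, adjusted p = 0.557) did not pass, and each changed sign in fits that left out a library.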

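Adora2a (ENSMUSG00000020178, chromosome 10 from 75316877 to 75334784) was the called gene with the smallest adjusted p in the ACSA-2 libraries. It had 24.2 ± 1.11 CPM in AAV-GFP controls and 786 ± 147 CPM in AAV-A2A animals (SD, n = 3 per group), a log2 FC of 5.02 (SE 0.21, edgeR adjusted p = 1.55e-05). The libraries held 981, 774 and 958 counts in AAV-GFP and 27303, 27726 and 42668 counts in AAV-A2A replicates. With each library left out, the log2 FC stayed between 4.86 and 5.14. The vector carries the murine gene, so counts of vector-borne and endogenous transcripts are not separated.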

Regarding upregulated genes, as expected, we found A_2A_R (*Adora2a*). We also observed the upregulation of *Timp1* (Log2 FC = 3.19; Padj=1.59^E-07^), a gene encoding a metalloproteinase inhibitor, being involved in astrocyte reactivity as well as in neurodegenerative conditions [44, 45] (Fig. 3Cii). 

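Timp1 (ENSMUSG00000001131, chromosome X from 20870166 to 20874735) had 0, 11 and 14 counts in the AAV-GFP libraries and at most 419 in an AAV-A2A library, or 0.231 ± 0.201 and 7.83 ± 3.41 CPM (SD, n = 3 per group). Its log2 FC was 5.07 (SE 1.02, edgeR adjusted p = 0.0263). It stayed between 4.46 and 5.59 with each library left out and passed the threshold in 1 of these 6 fits, and it did not pass with limma-voom (adjusted p = 0.0906). The other genes of Fig. 3Cii were expressed at low levels, with at most 7.83 CPM for Glycam1 in AAV-A2A animals, where its log2 FC was 2.43 (SE 0.53, edgeR adjusted p = 0.0402). Scimp, F8 and Tmprss2 had 0 counts in all AAV-GFP libraries. Against a floor of 3 counts they were at least 22.7-fold, 20.2-fold and 14.6-fold higher in AAV-A2A animals (edgeR adjusted p = 0.0237, 0.0255 and 0.0346). Vstm2b had a log2 FC of 4.35 (SE 0.99, edgeR adjusted p = 0.0475). Napsa, at least 30.3-fold higher, missed the threshold (edgeR adjusted p = 0.0502), as did Fsd2 (log2 FC 3.72, adjusted p = 0.0665) and Gldn (log2 FC 6.05, adjusted p = 0.0711), and these 3 genes passed it with DESeq2. None of these 8 genes passed in any fit of edgeR that left out a library.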

GSEA analysis indicated that upregulated genes were associated with inflammatory processes (NFκB, TNFɑ and Il1) as well as oxidative stress and DNA repair pathways (Fig. 3E; Supplementary Figure 3), previously linked to cellular processes associated with aging [46, 47]. 

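The Reactome sets on interleukin-1 signaling (39 genes, shift 0.07 relative to all genes, camera adjusted p = 0.787), on TRAF6-mediated induction of NFκB and MAP kinases (61 genes, shift 0.08, adjusted p = 0.839) and on TNF signaling (9 genes, shift 0.02, adjusted p = 0.787) did not pass the threshold in the ACSA-2 libraries. Each of them changed sign without GFP-303. The DNA repair set (130 genes, shift 0.02, camera adjusted p = 0.557) and the mRNA splicing set (115 genes, shift 0.07, adjusted p = 0.557) did not pass either. Detoxification of reactive oxygen species (24 genes, 16 of them higher) had a shift of 0.11 (camera adjusted p = 0.0947), which passed without GFP-303 (adjusted p = 0.0194). The respiratory electron transport set was higher, with a shift of 0.20 and 65 of its 72 genes higher (camera adjusted p = 3.05e-04). A hand-written list of nuclear-encoded respiratory chain genes gave a shift of 0.18, with 73 of 83 genes higher (adjusted p = 3.05e-04). Both lost their call once each library's trend on gene length and GC content was removed (shifts of 0.04 and 0.05, adjusted p = 0.839 and 0.768). Without GFP-303 the shifts were 0.38 and 0.32 and without GFP-307 0.12 and 0.09 (adjusted p = 0.0468 and 0.036), and without GFP-306 that of the list was 0.10 (adjusted p = 0.0316). The 8 tested transcripts encoded by the mitochondrial genome had a shift of 0.45 (adjusted p = 0.194), which was -0.27 without A2A-310 and 0.24 without GFP-307, and passed without A2A-313 (0.82, adjusted p = 0.0022).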

One of the hallmarks of aging, cellular senescence, has been particularly linked with astrocytes in AD [48, 49]. Interestingly, it has been recently demonstrated that astrocytic senescence associates with impairment in the activity of YAP (Yes1 Associated Transcriptional Regulation), being required for the expression of CDK6 (Cyclin-Dependent Kinase 6) [50]. Accordingly, our data highlighted significant reductions in the mRNA levels of *cdk6* (Log2 FC = −3.03; Padj=8.85^E-31^; Figure 3Ci) and *yap1*, coding YAP (Log2 FC = −1.12; Padj=6.93^E-05^). 

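Cdk6 (ENSMUSG00000040274, chromosome 5 from 3341485 to 3531008) fell from 46.0 ± 6.02 CPM in AAV-GFP controls to 5.02 ± 1.01 CPM in AAV-A2A animals (SD, n = 3 per group), a log2 FC of -3.20 (SE 0.27, edgeR adjusted p = 0.00106). It stayed between -3.33 and -3.05 with each library left out and passed the threshold in all 6 of these fits. Yap1 (ENSMUSG00000053110, chromosome 9 from 7931999 to 8004596) fell from 41.0 ± 8.46 to 18.2 ± 1.89 CPM, a log2 FC of -1.18 (SE 0.24, edgeR adjusted p = 0.0279). Its direction held in each of the 6 fits that left out a library, with a log2 FC between -1.3 and -1.0, and it passed the threshold in 1 of them. In a fit of edgeR to all 12 libraries the log2 FC of Yap1 was -1.2 and did not pass (adjusted p = 0.786), nor did it with DESeq2's shrunken fold changes on all 12 libraries (adjusted p = 0.73).

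**Figure D1:**
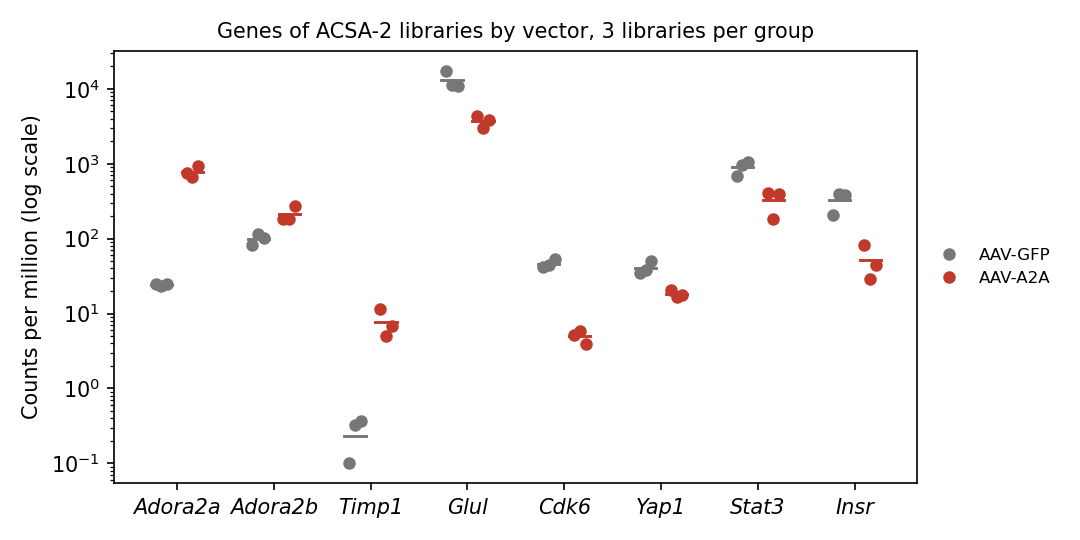
CPM (log scale) of 8 genes in the ACSA-2 libraries of AAV-GFP controls (grey) and AAV-A2A animals (red), with a point per library (3 per group) and a bar at the group mean; a value of 0 is drawn at 0.1 CPM (Timp1 in GFP-303). The AAV-A2A libraries lie above all AAV-GFP libraries for Adora2a, Adora2b and Timp1 and below them for Glul, Cdk6, Yap1, Stat3 and Insr.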

In order to validate the impairment of YAP, instrumental to astrocyte senescence [50], we performed co-immunostainings against YAP and GFAP (Fig. 3F). Our data showed a significant reduction in the percentage of YAP^+^ cells among GFAP^+^ cells in AAV-A2A vs. AAV-GFP mice (-25.0 ± 11.2%; P = 0.002; Student’s t-test) as well as a reduction of the nuclear YAP staining in GFAP^+^ astrocytes (-45.0 ± 11.5%; P = 0.0183; Student’s t-test) in the CA1 of AAV-A2A vs. AAV-GFP mice (Fig. 3G). We also found that the volume of astrocyte nuclei was significantly enlarged in YAP^+^ GFAP^+^ of A_2A_R expressing astrocytes as compared to GFP controls ( + 22.8 ± 8.0%; P = 0.0344; Student’s t-test; 6-8 nuclei per animals; N = 4-5/group; not shown), another hallmark of senescence [51, 52]. To further validate the aging-like/senescence phenotype in hippocampal astrocytes following A_2A_R upregulation, we also assessed HMGB1, a marker commonly used in the literature and lost in senescence [52], belonging to the High Mobility Group Box1 proteins family and involved in the regulation of chromatin structure [53]. Our data demonstrate a significant reduction of HMGB1 staining in the S100β^+^ astrocytes upon A_2A_R astrocytic upregulation as compared to GFP controls (Fig. 3H, I). Taken together, these data suggest that A_2A_R upregulation in hippocampal astrocytes is sufficient to induce a phenotype related to aging and senescence. We therefore compared our transcriptomic data with the signature of astrocytes isolated from aged mice and also to a list of “astrocytic senescence-related genes” extracted from the literature (Supplementary Figure 5A; Supplementary Table 4; Supplementary Table 5). We identified an overlap of 33 genes (out of 358) that showed similar variation in the AAV-A2A animals when compared to the “aged” signature, and 13 genes (out of 62) from the “astrocytic senescence-related genes” signature (Supplementary Figure 5A).

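Of the 358 genes of the aged signature (Supplementary Table 4), 351 were found in the counts and 318 were tested, and 13 were called in AAV-A2A animals with the same direction, where 5.44 were expected from the numbers of called genes. Of these 13, 12 were lower (one-sided Fisher's exact test, p = 0.00575, adjusted p = 0.0115 over the 4 tests of both lists) and 1, Chil1, was higher (p = 0.242). Another 6 genes, Glul among them, were called in the opposite direction. The p for the lower genes was 0.166, 0.473 and 0.211 without GFP-303, GFP-306 or GFP-307, 0.0109 without A2A-309 and 0.0693 and 0.363 without A2A-310 or A2A-313. Without GFP-306, 3 genes overlapped, and DESeq2's calls gave 32. As a whole, the genes higher in aged astrocytes had a shift of 0.20 (camera adjusted p = 0.00716, 114 of 156 genes higher) and the genes lower in aged astrocytes -0.43 (adjusted p = 3.05e-04, 44 of 162 higher). The former lost its call without GFP-306 (adjusted p = 0.0622) or GFP-307 (0.071), and both lost it once each library's trend on gene length and GC content was removed (0.266 and 0.0682). Of the 62 entries of the senescence list (Supplementary Table 5), 59 were found and 54 tested, and 9 were called with the listed direction, where 1.15 were expected. The 8 lower genes were Cdk6, Glul, Hdac4, Lrp1, Npc1, Slc6a11, Stat3 and Yap1 (Fisher's exact test, p = 1.11e-05, adjusted p = 4.43e-05) and the higher gene was Timp1 (p = 0.0381, adjusted p = 0.0508). Axl was called in the opposite direction. The count was 5 without GFP-306 or A2A-310 and 15 with DESeq2's calls. The Stat3 call held in 0 of the 6 fits that left out a library. Its lower mRNA also runs opposite to the paper's protein staining, where STAT3 rose in GFAP-positive astrocytes. The genes listed as lower in senescence had a shift of -0.70 (camera adjusted p = 3.82e-08, 7 of 35 higher). Those listed as higher had 0.24 (adjusted p = 0.0238, 15 of 22 higher), and 0.52 without GFP-307. They lost their call without GFP-303 (adjusted p = 0.125), A2A-309 (0.0672) or A2A-313 (0.066). They also lost it with at least 10 counts in every library (0.16) or with the length and GC trend removed (0.0625). With the trend removed their shift was larger, at 0.39. The unadjusted camera p was 0.00568 there and 0.00976 in the main fit, so only the adjustment over the sets lost this call. The paper proposes that astrocytic A2AR upregulation leads to an astrocyte phenotype related to aging and senescence. It draws this from the lower Cdk6 and Yap1 mRNA, the immunostainings of YAP and HMGB1, and the larger astrocyte nuclei. It then compared its own calls with both lists and reports overlaps of 33 and 13 genes.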

**Fig. 3:**
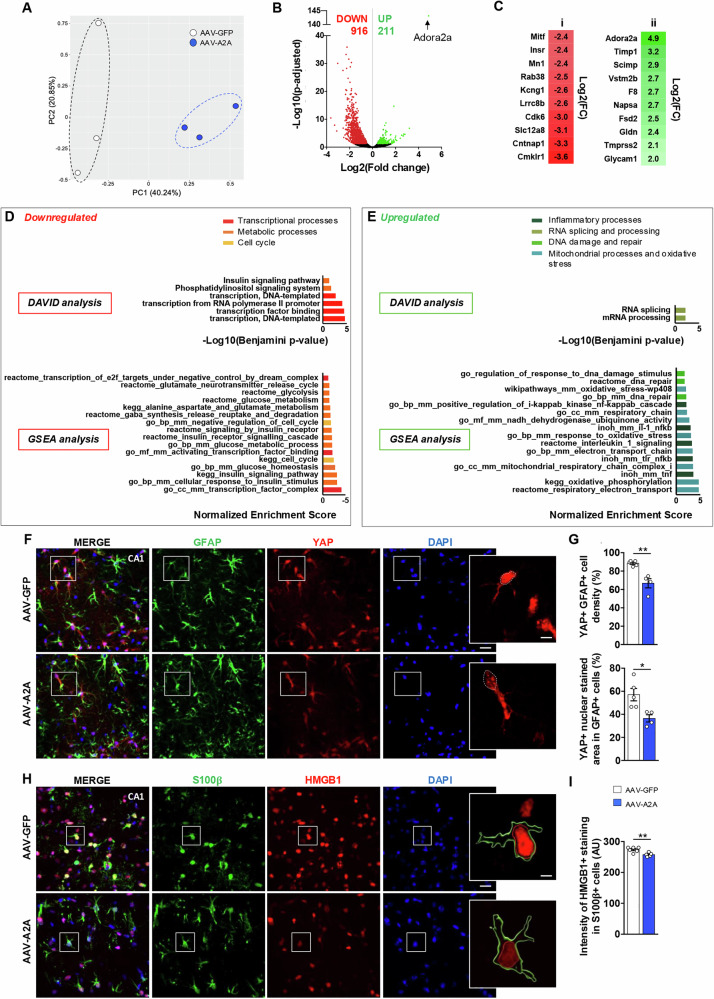
Astrocytic A_2A_R upregulation in hippocampus is associated with an aging-like astrocyte signature. **A** The principal component analysis (PCA) performed on RNA-seq datasets shows that the two conditions AAV-GFP (white dots) and AAV-A2A (blue dots) are nicely separated on the first Principal component (PC1). **B** Volcano plot representing the deregulation of 1127 genes in the astrocytes of AAV-A2A vs. AAV-GFP mice using cut offs of |Log2 fold-change (FC)|>0.32 and adjusted P-value (Padj)<0.05. 916 genes were found downregulated and 211 upregulated, including the *Adora2a* gene. **C** Top 10 genes significantly downregulated (red) (i) and upregulated (green) (ii) in hippocampal astrocytes of AAV-A2A animals vs. AAV-GFP controls with |Log2 fold-change (FC)|>0.32 and Padj<0.05. **D**, **E** Functional enrichment analysis of GO Biological Process annotations using DAVID (upper panels) and GSEA analysis (lower panels) associated to **(D)** downregulated genes and **(E)** upregulated genes. **F** Representative images of GFAP (green), YAP (red) and DAPI (blue) co-immunostainings in the CA1 of AAV-GFP (upper panel) and AAV-A2A (lower panel) groups (scale bar=50 μm). Inserts represent YAP^+^ nuclei (dashed lines) in both groups (scale bar=10 μm**). G** A significant decrease in the percentage of YAP^+^ cells among GFAP^+^ astrocytes as well as a reduction of the YAP staining within the nuclei of GFAP^+^ astrocytes were observed in the CA1 hippocampal area of AAV-A2A mice vs. AAV-GFP controls (N = 4-5 mice/group; 3 sections analyzed/animal; *P < 0.05, **P < 0.01 vs. AAV-GFP, Student’s t-test). **H** Representative images of S100β (green), HMGB1 (red) and DAPI (blue) co-immunostainings in the CA1 of AAV-GFP (upper panel) and AAV-A2A (lower panel) groups (scale bar=50 μm). Inserts represent HMGB1 staining (red lines) in S100β^+^ cells (green lines) in both groups (scale bar=7 μm). **I** A significant decrease of the HMGB1 staining intensity in S100β^+^ astrocytes was observed in the CA1 hippocampal area of AAV-A2A mice vs. AAV-GFP controls (N = 4-5 mice/group; 3-4 sections analyzed/animal; **P < 0.01 vs. AAV-GFP, Student’s t-test).

### Astrocytic upregulation of A_2A_R increases neuronal excitability

Astrocytes regulate glutamate neurotransmission and synaptic plasticity. Interestingly, the above-mentioned transcriptomic data supported that astrocytic upregulation of A_2A_R significantly impacts genes involved in glutamate release, in line with previous data reporting that A_2A_R tightly controls (inhibits) glutamate reuptake by astrocytes [5, 6]. This led us to address the effect of A_2A_R upregulation on neuro-astroglial communication and particularly markers of neuronal excitability. We first prepared hippocampal synaptosomes from AAV-GFP and AAV-A2A mice to evaluate the phosphorylation of glutamatergic receptor subunits important for the synaptic trafficking and conductance of NMDA and AMPA receptors, focusing on the phosphorylation of NR2B at Y1472 and of S831 of GluA1 [54, 55]. While pY1472 GluN2B/GluN2B ratio did not significantly change in AAV-A2A mice, we observed a significant increase ( + 161.4 ± 94.7%; P = 0.003; Student’s t-test) of the synaptosomal pS831 GluA1/GluA1 ratio as compared to AAV-GFP animals (Fig. 4A). Then, we used a DREADD chemogenetic tool to determine whether A_2A_R upregulation in astrocytes was prone to affect neuronal activation. We jointly expressed the activatory Gq-coupled DREADD receptor (hM3Dq; with an mCherry reporter) in CA1 neurons with A_2A_R or GFP in CA1 astrocytes (Fig. 4B). A co-immunostaining against A_2A_R and RFP, in order to amplify and visualize the hM3Dq-mCherry signal, confirmed the astrocytic expression of A_2A_R (green; Fig. 4C) and the neuronal expression of the hM3Dq (red; Fig. 4C). Two months post-AAV injections, we intraperitoneally injected CNO, the exogeneous and synthetic ligand of hM3Dq, or saline as control, to selectively activate hippocampal neurons. Ninety minutes later, we evaluated mRNA levels of immediate early genes (IEGs) as an indicator of neuronal activation by CNO injection (Fig. 4B). As expected, our data demonstrated a significant hippocampal increase of *Dusp1*, *JunB* and *c-fos* levels in CNO-treated (vs. saline) animals (Fig. 4D–F). Notably, the magnitude of IEGs activation was significantly larger in AAV-A2A mice as compared to AAV-GFP animals in CNO-treated condition (Fig. 4D–F). C-Fos immunohistochemistry confirmed qPCR data, as shown in Fig. 4G, H (controls are shown in supplementary Figure 6). In addition, we compared the excitability of acute hippocampal slices from of AAV-GFP and AAV-A2A mice by recording the neuronal bursting activity induced by a 4-AP/Low Mg^2+^-containing extracellular solution. By blocking potassium channels (4-Aminopyridine, 4-AP) as well as promoting the activation of calcium channels and NMDA receptors (low Mg^2+^), this solution favors neuronal excitability and synaptic activity leading to the appearance of spontaneous neuronal bursts. Local field potential recordings in CA1 showed that the mean frequency of hippocampal bursts was significantly higher in AAV-A2A mice than in AAV-GFP mice (Fig. 4I, J; AAV-GFP: 8.78 ± 1.6 bursts/min vs. AAV-A2A: 15.56 ± 2.38 bursts/min; AAV-GFP: 8.78 + /-1.6 bursts/min; P = 0.036, Mann-Whitney test).

**Fig. 4:**
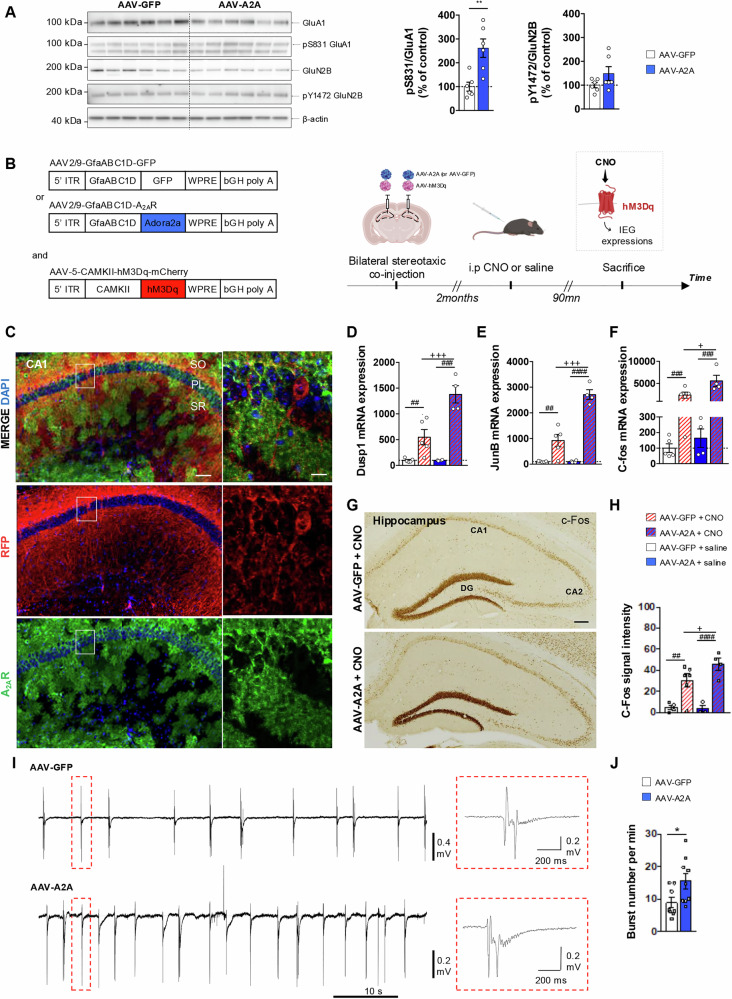
Astrocytic A_2A_R upregulation in hippocampus alters neuronal activation. **A** Phosphorylation of the GluN2B subunit (NMDAR) at Y1472 and of the GluA1 subunit (AMPAR) at pS831 in synaptosomal fraction of AAV-GFP and AAV-A2A hippocampi. Quantification shows a significant increase of pS831 GluA1 in AAV-A2A vs. AAV-GFP mice (*P < 0.05; **P < 0.01 vs. AAV-GFP; Student’s t-test; N = 6/group). **B** Bilateral injection of an AAV5 carrying the hM3Dq gene under the control of the CAMKII neuronal promoter allows the activatory Gq-coupled DREADD-mCherry receptor expression in hippocampal neurons of AAV-GFP and AAV-A2A animals. Two months following the AAV co-injections, an i.p administration of the exogeneous and synthetic hM3Dq ligand (clozapine-N-oxyde, CNO; 5 mg/kg), or saline (NaCl; 0.9%) as a control, induced neuronal activation measured by the immediate early genes (IEGs) expression. **C** Representative images of A_2A_R (green), RFP-amplified hM3Dq-mCherry (red) and DAPI (blue) co-immunostainings in CA1 hippocampal area (scale bar=200 μm; magnification: scale bar=10 μm). **D–F** The mRNA expression of *Dusp1* **(D),** *JunB* **(E)** and *c-fos* **(F)** was found significantly higher in CNO-treated vs. saline-treated animals. Notably, IEGs expressions were significantly enhanced in AAV-A2A as compared to AAV-GFP mice in CNO-treated conditions. (N = 4-5 mice/group; ^##^P < 0.01; ^###^P < 0.001: CNO-treated vs. respective saline-treated animals; ^+^P < 0.05; ^+++^P < 0.001 in AAV-A2A + CNO-treated animals vs. AAV-GFP ^+^ CNO-treated; One-Way ANOVA followed by Tukey’s post-hoc test). **G** Representative images of c-Fos immunostaining in the CA1, CA2 and DG regions of hippocampus in AAV-GFP (upper panel) and AAV-A2A (lower panel) animals treated with CNO (scale bar=400 μm). **H** As expected, the intensity of c-Fos was significantly higher in CNO-treated vs. saline-treated animals. c-Fos immunostaining intensity was found significantly higher in AAV-A2A + CNO as compared to AAV-GFP + CNO controls. (N = 4-5 mice/group; 2 sections analyzed/animal; ^##^P < 0.01; ^###^P < 0.001: CNO-treated vs. respective saline-treated animals; ^+^P < 0.05 in AAV-A2A + CNO-treated animals vs. AAV-GFP + CNO-treated; One-Way ANOVA followed by Tukey’s post-hoc test). **I** Recordings of local field potentials showing the bursting activity of the CA1 region of hippocampal slices of AAV-GFP (upper trace) and AAV-A2A (lower trace) mice during application of 4-AP/Low Mg^2+^ -containing extracellular solution. Insets (red dotted rectangles) show a magnification of a single burst in both groups. **J** The burst frequency was significantly higher in AAV-A2A animals as compared to the AAV-GFP controls (N = 8-9 slices/group from 3-4 mice/group; *P < 0.05 vs. AAV-GFP using Mann-Whitney test). Values are represented as mean ± SEM.

### Astrocytic A_2A_R upregulation alters microglial phenotype

Besides the link with neurons and considering that A_2A_R upregulation activates a pro-inflammatory signature in astrocytes, we further aimed at determining to which extent such astrocyte changes may impact microglial cells. We first performed immunohistochemistry targeting Iba1, a calcium-binding protein whose expression is upregulated upon microglial activation. (Fig. 5A). Our results showed a significant increase of the Iba1^+^ staining in AAV-A2A animals ( + 131.8 ± 40.9%; P = 0.013; Student’s t-test; Fig. 5B) without change in the density of Iba1^+^ cells (Fig. 5C). Like astrocytes, microglial phenotype exhibits a significant heterogeneity and complexity depending on cellular environment [56]. To capture potential changes of microglial morphology, we performed a 3D-analysis from Iba1 immunofluorescence staining. The Sholl analysis revealed a slight but significant reduction of the microglial complexity in AAV-A2A animals as compared to AAV-GFP controls (P < 0.001; Two-Way ANOVA; Fig. 5D, E). 

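A separate set of 6 libraries was made from CD11b-enriched hippocampal suspensions, 3 from AAV-GFP controls (named GFP-316, GFP-317 and GFP-319) and 3 from AAV-A2A animals (A2A-321, A2A-322 and A2A-325), at 4 months of age. CD11b is a surface protein of microglia and other myeloid cells. The authors deposited raw counts per gene in a second table, and the paper's methods refer to the same sequencing protocol for both suspensions. The total count on genes was 45593454, 39357766 and 41912728 in the AAV-GFP libraries (median 41912728), and 41753022, 36098295 and 53206974 in the AAV-A2A libraries (median 41753022). The number of genes with at least 1 count was 25603, 23267 and 21091 in the AAV-GFP and 20394, 20556 and 23034 in the AAV-A2A libraries. The chi-square per degree of freedom between replicates of the same group went from 155 (GFP-316 and GFP-317) to 1330, a range that overlaps that of the astrocyte libraries. Part of this spread is from transcripts of the choroid plexus, the epithelium of the brain ventricles. Ttr, a transcript of this epithelium, held 8.05% and 6.41% of the counts in GFP-316 and GFP-317 and 2.80% in A2A-325, but 0.00726%, 0.00505% and 4.93e-04% in GFP-319, A2A-321 and A2A-322. The comparison of AAV-A2A with AAV-GFP was made on these libraries alone, in the way described for astrocytes, on 16949 of 30359 genes. The biological coefficient of variation was 0.707. Without scaling beyond the library size the median log2 FC of all genes was -0.17, against -0.05 with TMM factors, so that shifts of gene sets are given relative to this median.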

To comprehensively assess the impact of astrocytic A_2A_R upregulation on microglial cells, we conducted RNA sequencing analysis on hippocampal microglia isolated from AAV-A2A- and AAV-GFP-injected mice, using magnetic-activated cell sorting (MACS) with anti-CD11b magnetic microbeads. We first validated our enrichment procedure by comparing the expression of known genes specifically expressed by microglia with genes expressed by other cell types (Supplementary Figure 7A). 

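The 4 microglial markers, which Supplementary Figure 2B lists as well (Csf1r, Olfml3, Tmem119 and Trem2), had a mean log2 CPM of 11.3 ± 1.23 (SD, n = 6) in the CD11b libraries and 4.49 ± 0.353 (SD, n = 6) in the ACSA-2 libraries. They were lower in the ACSA-2 libraries by between 6.04 (Olfml3) and 7.63 (Tmem119) on the log2 scale, with a mean difference of -6.84 (ACSA-2 less CD11b, exact two-sided permutation test, p = 0.00216). Single CD11b libraries ranged from 9.42 to 12.5 in the mean of these markers and from 3.51 to 4.96 in that of the astrocyte markers.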

We found 471 differentially expressed genes (DEG) in the AAV-A2A condition as compared to the AAV-GFP control, 214 being downregulated and 257 upregulated (|Log2 fold-change (FC)|>0.32; Adjusted P-value (Padj)<0.05; Fig. 5F; list of DEGs available on Supplementary Table 6). 

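Of the tested genes of the CD11b libraries, 0 passed the adjusted threshold in edgeR's quasi-likelihood test. At an unadjusted p under 0.05 there were 2704 genes, 1641 higher and 1063 lower in AAV-A2A animals, and the smallest adjusted p was 0.28. In 3971 genes (23.4%) the groups did not overlap, where chance gives 10%. The alternative set before the data were examined that moved the count most was DESeq2 with shrunken fold changes on all 12 libraries, with 2170 genes. DESeq2, the test the paper used, called 455 genes on the 6 CD11b libraries, 239 higher and 216 lower, and 201 without its independent filtering. In counts simulated with the spread of these libraries, edgeR's test called 0 of 189 genes changed by a log2 FC of 2 and 127 of 192 genes changed by 4, and DESeq2 called 74 of 200 genes changed by 2 with 69 unchanged genes of 16748. Of the 471 genes of the paper's Supplementary Table 6, which were selected on these libraries, 458 were tested. All 458 had the paper's direction with an unadjusted p under 0.05, and 436 (95.2%) had no overlap between the groups. PC1 explained 60.82% of the variance of the CD11b libraries and did not separate the vectors, with GFP-316, GFP-317 and A2A-325 at -144.7, -114.6 and -77.1 and GFP-319, A2A-321 and A2A-322 at 102.1, 119.1 and 115.2. Adora2a had 5.61 ± 2.17 CPM in AAV-GFP and 25.8 ± 15.2 CPM in AAV-A2A libraries of this fraction (SD, n = 3 per group), a log2 FC of 2.20 (SE 0.54, edgeR adjusted p = 0.28; DESeq2 adjusted p = 0.0247).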

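The published DAM and IRM lists were not used here. In their place, short lists of 25 marker genes each were written by hand before the counts were examined. The DAM markers had a shift of 0.44 relative to all genes of the CD11b libraries, with 19 of 25 genes higher in AAV-A2A animals (camera adjusted p = 0.0106 over 11 sets; fry adjusted p = 0.353). This shift was set by single libraries, being 0.13 (camera adjusted p = 0.145) without GFP-316, 0.21 (0.0268) without GFP-317, 0.98 (8.85e-05) without GFP-319, 0.07 (0.386) without A2A-321, 0.64 (1.02e-04) without A2A-322 and 0.61 (0.00241) without A2A-325. It was 0.575 (0.00147) with each library's trend on gene length and GC content removed and 0.18 (0.2) with the choroid plexus marker level as a covariate, an alternative chosen after seeing the data. Of the 25 DAM genes, 0 passed the adjusted threshold in edgeR's test over all genes and 3 had an unadjusted p under 0.05 (Axl, Csf1 and Itgax), and the same 3 passed when adjusted over the list alone. The IRM markers had a shift of -0.00251 (camera adjusted p = 0.804), whose sign changed with DESeq2's size factors (0.00855) and when each library's trend on gene length and GC content was removed (0.48, adjusted p = 0.0711). Of the 25 IRM genes, 0 passed over all genes or adjusted over the list alone, and 2 had an unadjusted p under 0.05 (Isg15 and Mx1). The Reactome interferon signaling set (103 genes, 67 of them higher) had a shift of 0.38 (camera adjusted p = 0.0311), which lost its call without GFP-316 (0.15, adjusted p = 0.29) or A2A-321 (0.23, adjusted p = 0.202) and was 0.64 (adjusted p = 0.00431) without GFP-319. It did not pass with at least 10 counts in every library (adjusted p = 0.132), with the length and GC trend removed (0.104) or with the covariate (0.12, adjusted p = 0.296).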

To determine whether the observed microglial molecular signature was associated with previously characterized neuroinflammatory states, we compared it to established signatures of Disease-Associated Microglia (DAM) and Interferon-Responding Microglia (IRM), but observed no significant overlap (Supplementary Figure 7B). 

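The homeostatic genes of Supplementary Figure 7C include P2ry12, Tmem119, Olfml3, P2ry13, Cx3cr1, Ctsd and Csf1r. None of these 7 passed the threshold in edgeR's test, over all genes or adjusted over the list alone, and 0 had an unadjusted p under 0.05. The log2 FC was positive for all 7 with TMM factors, from 0.34 for Cx3cr1 (SE 0.89, edgeR adjusted p = 0.871) to 0.86 for P2ry13 and 1.74 for Csf1r. For Cx3cr1 it was negative without GFP-316 (-0.08) or A2A-321 (-0.24). With each library left out in turn, the log2 FC of P2ry12 went from 0.06 (without A2A-321) to 1.61 (without GFP-319), and from the fit without GFP-316 to that without GFP-319 the log2 FC went from 0.25 to 1.90 for Tmem119, 0.12 to 1.85 for Olfml3, 0.42 to 2.11 for P2ry13, 0.05 to 1.18 for Ctsd and 1.34 to 2.72 for Csf1r, none of which passed the threshold. Csf1r (ENSMUSG00000024621, chromosome 18 from 61100598 to 61132149) was the gene without overlap between the groups, with 3940 ± 3420 CPM in AAV-GFP controls and 13100 ± 5220 CPM in AAV-A2A animals (SD, n = 3 per group; SE of its log2 FC 0.83, edgeR adjusted p = 0.352). P2ry12 (ENSMUSG00000036353, chromosome 3 from 59216272 to 59262871) had 3120 ± 2860 and 4500 ± 2690 CPM, a log2 FC of 0.53 (SE 0.87, edgeR adjusted p = 0.786), with SDs larger than the difference of the means. As a set, the homeostatic genes had a shift of 0.59 (camera adjusted p = 0.0375; fry adjusted p = 0.436), which lost its call without GFP-316, GFP-317 or A2A-321, where it was 0.13, 0.34 and 0.295, and rose to 1.81 (adjusted p = 1.32e-04) without GFP-319 and 1.03 (0.00247) without A2A-325. It was 0.91 (0.0236) with each library's trend on gene length and GC content removed, 0.51 (0.079) with at least 10 counts in every library and 0.06 (0.475) with the choroid plexus marker level as a covariate, an alternative chosen after seeing the data.

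**Figure D2:**
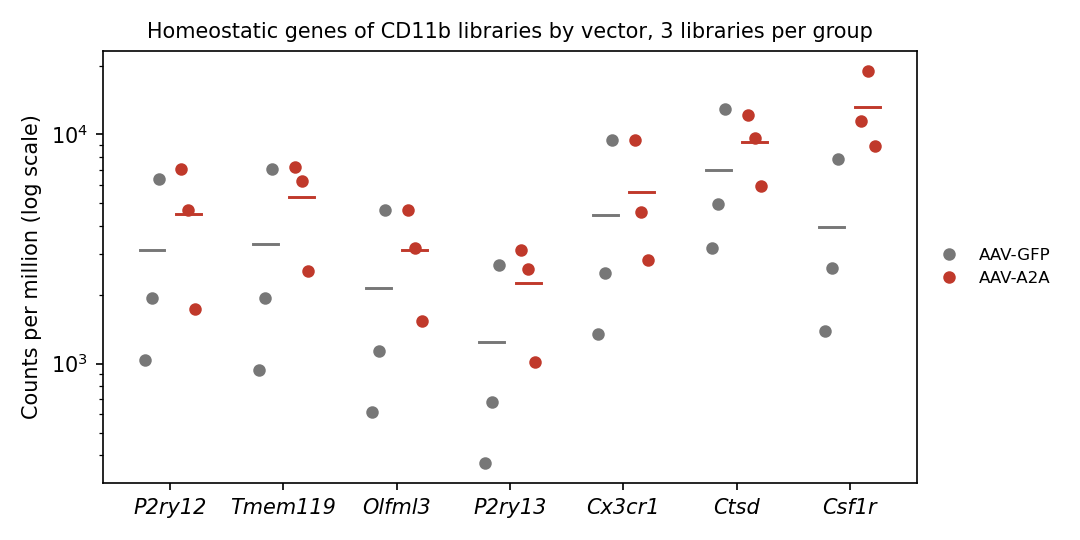
CPM (log scale) of 7 homeostatic genes in the CD11b libraries of AAV-GFP controls (grey) and AAV-A2A animals (red), with a point per library (3 per group) and a bar at the group mean. The groups overlap for each gene apart from Csf1r.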

Further, analysis of several homeostatic markers from our RNA-Seq analysis did not highlight any particular changes (Supplementary Figure 7C). Interestingly, functional enrichment analysis provided by DAVID and GSEA analysis indicated a significant decrease in pathways associated with mitochondrial respiratory chain activity, accompanied by an increased autophagic and oxidative stress-related pathways in AAV-A2A mice (Fig. 5G, H). 

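In the CD11b libraries, the Reactome respiratory electron transport set had a shift of -1.47 relative to all genes (camera adjusted p = 4.01e-22), with 71 of 72 genes lower in AAV-A2A animals. The wider set with the citric acid cycle had a shift of -1.09 (adjusted p = 2.33e-16, 127 genes), and the list of nuclear-encoded respiratory chain genes -1.46 (adjusted p = 5.66e-21, 79 of 82 genes lower). All 8 tested transcripts of the mitochondrial genome were lower, with a shift of -2.30 (camera adjusted p = 7.21e-07), and each had an unadjusted p under 0.05 and passed when adjusted over the list alone. With each library's trend on gene length and GC content removed their shift was -1.10 and did not pass (adjusted p = 0.0711). Their median log2 CPM was 10.9, 10.3 and 7.81 in GFP-316, GFP-317 and GFP-319 and 7.63, 7.63 and 7.2 in A2A-321, A2A-322 and A2A-325. The size of this fall therefore rests on GFP-316 and GFP-317, controls rich in choroid plexus transcripts. With the choroid plexus covariate, chosen after seeing the data, the shift was -1.58 (camera adjusted p = 5.09e-04). None of the respiratory chain genes passed edgeR's adjusted threshold over all genes, and 36 of the 82 nuclear-encoded genes had an unadjusted p under 0.05. A hand-written list of 56 autophagy genes had a shift of 0.56 (camera adjusted p = 2.48e-04, 37 genes higher), and 19 of them had an unadjusted p under 0.05. Detoxification of reactive oxygen species had a negative shift of -0.94 (adjusted p = 2.44e-05, 4 of 23 genes higher), and oxidative stress-induced senescence had -0.000954 (57 genes, adjusted p = 0.804), whose sign changed in fits that left out a library. Of the 11 sets, 9 passed in camera and 0 with fry or with an estimated correlation, where the respiratory electron transport set had an adjusted p of 0.215 and 0.415 and autophagy 0.179 and 0.273. The groups overlapped in the level of the respiratory electron transport set (median log2 CPM of its genes), with 7.25, 7.18 and 5.74 in GFP-316, GFP-317 and GFP-319 and 5.25, 4.33 and 6.08 in A2A-321, A2A-322 and A2A-325, and in that of the nuclear-encoded list, with 5.65 in A2A-325 and 5.51 in GFP-319. The shift of the respiratory electron transport set stayed between -1.79 and -1.15 with each library left out. It was -0.71 once each library's trend on gene length and GC content was removed, where the wider set had -0.66, the nuclear-encoded list -0.73 and autophagy 0.16 (adjusted p = 0.0313). It was -0.98, with -0.91 for the nuclear-encoded list and 0.36 for autophagy (adjusted p = 2.68e-04), with the choroid plexus marker level of each library as a covariate, an alternative chosen after seeing the data. The paper proposes that A2AR upregulation in astrocytes affects the microglial phenotype without matching canonical neuroinflammatory signatures. It cites its own pathway results, the Iba1 and CD68 stainings and the microglial morphology. It also reports no significant overlap with the DAM and IRM signatures and no particular changes in homeostatic markers.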

Finally, given that one of the key functions of microglia is to maintain homeostasis -particularly through precise phagocytic activity involved in the clearance of pathogens and misfolded proteins- we assessed the expression levels of CD68, a lysosomal marker associated with phagocytic function. To do so, co-immunostaining against both Iba1 and CD68 was performed and, after 3D analysis, we observed a non-significant decrease of the CD68^+^ staining in the Iba1^+^ cells, suggestive of a reduced microglia phagocytosis in the AAV-A2A animals as compared to the AAV-GFP control (-41.6 ± 32.4%; P = 0.08; Mann-Whitney test; Fig. 5I, J). Together, these data suggest that the upregulation of A_2A_R in astrocytes is sufficient to significantly affect microglial phenotype associated with functional and morphological changes, although this phenotype does not correspond to canonical pathological neuroinflammatory signatures.

**Fig. 5:**
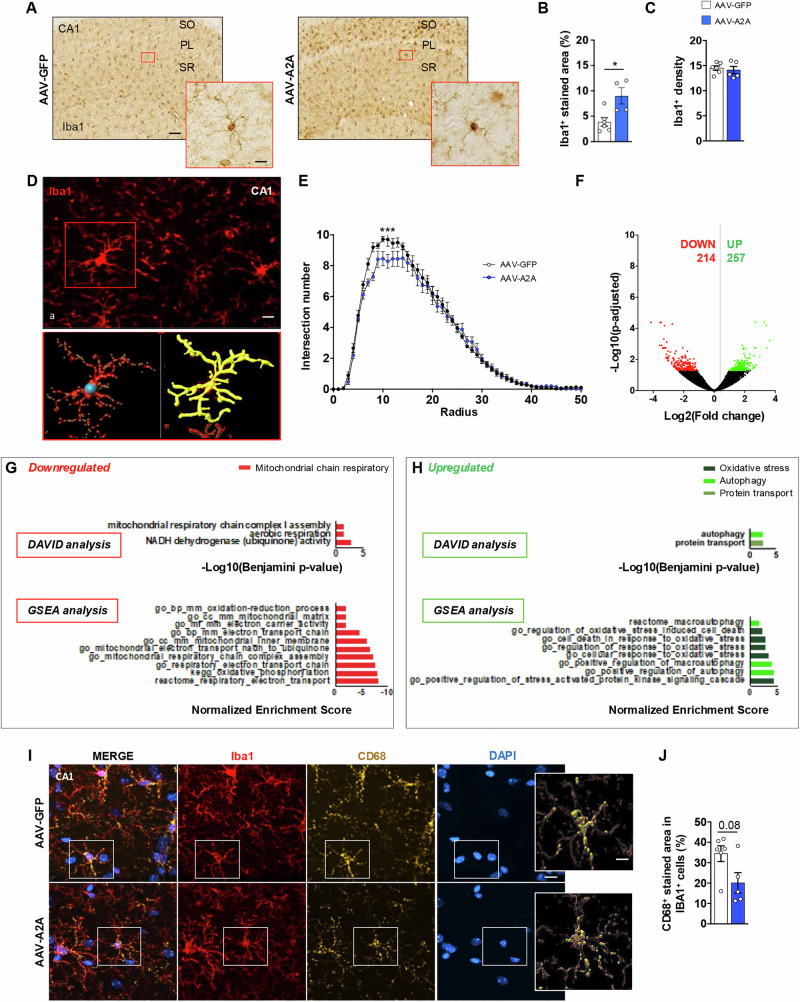
Astrocytic A_2A_R upregulation in hippocampus alters microglial phenotype. **A** Representative images of Iba1 immunostaining in AAV-GFP (left panel) and AAV-A2A (right panel) conditions in the CA1 hippocampal area (scale bar=100 μm; magnifications: scale bar=10 μm). **B**, **C** A significant increase of the Iba1^+^ staining was observed in the hippocampal astrocytes of AAV-A2A condition as compared to the AAV-GFP control (N = 4-6 mice/group; 3-5 sections analyzed/animal; *P < 0.05 vs. AAV-GFP; Student’s t-test; B) with no change in the density of Iba1^+^ cells **(C)**. **D** Representative images of Iba1 immunostaining (a) and 3D reconstruction (b,c) (scale bar=15 μm; magnification: scale bar=2 μm). **E** Decrease in the intersection number (complexity), as shown by Sholl analysis, was found in the microglia of AAV-A2A mice as compared to AAV-GFP controls (N = 10-15 microglia from N = 5 mice/group; Two-Way ANOVA). **F** Volcano plot representing the deregulation of 471 genes (DEG) in the microglia of AAV-A2A vs. AAV-GFP mice using cut offs of |Log2 fold-change (FC) | > 0.32 and adjusted P-value (Padj)<0.05. 214 genes were found downregulated and 257 upregulated. **G**, **H** Functional enrichment analysis of GO Biological Process annotations using DAVID (upper panels) and GSEA analysis (lower panels) associated to **(G)** downregulated genes and **(H)** upregulated genes. **I** Representative images of Iba1 (red), CD68 (yellow) and DAPI (blue) co-immunostainings in the CA1 hippocampal area in AAV-GFP (higher panel) and AAV-A2A (lower panel) groups (scale bar=10μm; magnification: scale bar=2 μm). **J** A trend for a significant reduction of the CD68^+^ staining in the Iba1^+^ cells of the stratum radiatum CA1 sublayer was found in AAV-A2A as compared with AAV-GFP controls (N = 5-6 mice/group; 3-4 sections analyzed/animal; P = 0.08 vs. AAV-GFP; Mann-Whitney test). Values are represented as mean ± SEM.

### Astrocytic A_2A_R upregulation in CA1 impairs short-term spatial memory and spatial learning

Finally, to determine whether primary (astrocytic) and secondary (neuronal and microglial) modifications induced by the astrocytic upregulation of A_2A_R in the hippocampus were sufficient to alter memory, we performed two hippocampus-dependent spatial memory tests following an Elevated-Plus Maze evaluation. Elevated-Plus Maze revealed no difference in either the locomotor activity or anxiety-like behavior (percentage of the time spent in the open arms) in animals overexpressing astrocytic A_2A_R (Supplementary Figures 8A–C). Then, short-term spatial memory performance was assessed using the Y-maze test (Fig. 6A). We first observed no difference regarding the distance moved and the velocity (Supplementary Figures 8D, E). A discrimination index, corresponding to the animal preference for the new arm versus the familiar arm during the retention phase, was calculated and showed a preference >50% i.e., vs. chance for both groups (P < 0.0001; One-Sample Student’s t-test), indicating that AAV-GFP and AAV-A2A mice both had a significant preference for the novel arm (Fig. 6B). However, the discrimination index was significantly lower in AAV-A2A animals as compared to AAV-GFP controls, indicating reduced short-term spatial memory (P = 0.03; Fig. 6B). We also evaluated long-term spatial memory performance using the Barnes maze task (Fig. 6C). During the 4 days of the learning, the AAV-A2A group exhibited significantly higher distance (P < 0.001; Two-Way ANOVA), primary latency (P < 0.001; Two-Way ANOVA) and primary errors (P < 0.001; Two-Way ANOVA) to find the goal box as compared to AAV-GFP animals, suggesting altered spatial learning abilities (Fig. 6D–F). During the retention stage, 24 h after the learning, the animals did not show any difference regarding the distance moved or the velocity (Supplementary Figures 8F, G). The percentage of time spent in the target quadrant was significantly higher than 25% i.e., than chance (P = 0.021 in AAV-GFP animals; P < 0.0001 in AAV-A2A animals; Student’s t-test) and similar for both groups, indicating intact spatial memory for both groups (Fig. 6G). Overall, these data highlighted that the multicellular alterations induced by the hippocampal upregulation of A_2A_R in astrocytes ultimately lead to impairments of the short-term spatial memory and learning abilities in mice.

**Fig. 6:**
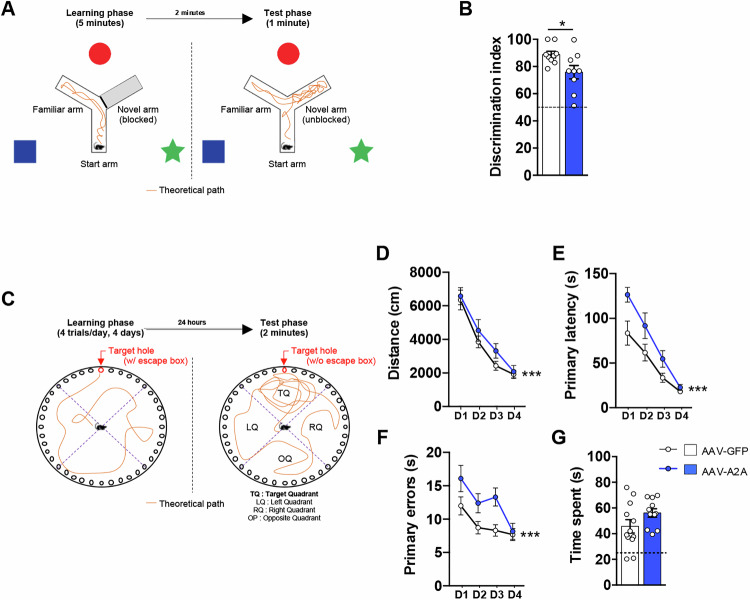
Astrocytic A_2A_R upregulation in hippocampus impairs short-term spatial memory and spatial learning. **A** Schematic representation of the Y-Maze experimental paradigm described in the Material and Methods section. **B** The discrimination index, taken as a measure of the short-term spatial preference for the novel arm in the Y-maze task, was significantly lower for the AAV-A2A animals as compared with AAV-GFP controls (N = 9 mice/group; *P < 0.05 vs. AAV-GFP; Student’s t-test). **C** Schematic representation of the Barnes Maze task experimental paradigm described in the Material and Methods section. **D–F** During the learning phase of the Barnes task, the distance **(D)**, the primary latency **(E)** and the number of primary errors **(F)** were found significantly higher for the AAV-A2A animals as compared to AAV-GFP controls (N = 11-12 mice/group; ***P < 0.001; Two-Way ANOVA). **G** No change regarding the time spent in the target quadrant during the retention phase was found between AAV-A2A and AAV-GFP animals (N = 11-12 mice/group; P > 0.05; Student’s t-test). Values are represented as mean ± SEM.

## Discussion

Neuronal and astroglial A_2A_R activation support hippocampal function and memory encoding [1, 2, 9, 18, 32]. A_2A_R expression is upregulated in hippocampal neurons and astrocytes under various allostatic and pathological conditions. Neuronal A_2A_R upsurge during development controls synapse stability [57] whereas in aging it contributes to impaired plasticity and memory decline [17, 58]. Neuronal A_2A_R also rises in several detrimental situations such as chronic stress [19] as well as in Alzheimer’s disease (AD) and other tauopathies [16, 17]. Our recent works in AD models have underscored the instrumental role of neuronal A_2A_R dysregulation in synaptic loss, driven by disrupted neuro-microglia communication [16, 27]. In sharp contrast, although astrocytic dysregulation of A_2A_R has been observed in AD and epilepsy [18, 22], the outcomes and their underlying mechanisms remains largely ill-defined.

The mechanisms underlying A_2A_R upregulation in both neurons and astrocytes are far from understood, possibly multiple and remain to be fully uncovered. Several hypotheses co-exist. The enhancement of synaptic adenosine levels mediated by the CD73 ectonucleotidase could be a trigger for A_2A_R upregulation [59]. Several other molecular pathways could be also at play, A_2A_R expression having been shown dependent on DNA methylation, miRNA as well as the activity of several transcription factors such as CREB, ZBP-89 and Yin Yang-1 (YY1) [60–62]. Therefore, the molecular mechanisms leading to A_2A_R upregulation in pathological conditions have yet to be discovered.

The present study investigates, for the first time, the cellular and molecular in vivo mechanisms triggered by a selective A_2A_R upregulation in hippocampal astrocytes in wild-type mice. Our data demonstrate that the sole upregulation of astrocytic A_2A_R is sufficient to induce multicellular alterations involving primarily astrocytes but also secondarily neuronal and microglial changes, ultimately interfering with learning and memory processes.

### Astrocytic A_2A_R upregulation promotes neuronal hyperexcitability

In response to A_2A_R upregulation, we found that hippocampal astrocytes adopt a so-called reactive phenotype [42, 63], characterized by an increased expression of GFAP, STAT3 and *Timp1*, an inhibitor of metalloproteinase, all being particularly identified as markers common to several neurodegenerative conditions, including AD [41, 44, 64]. Morphologically, this reactivity translates into a greater number of astrocytic processes, and therefore complexity of astrocytic arborization, that may lead to functional modifications, particularly at the tripartite synapses where astrocytes finely regulate neurotransmitter dynamics and neuronal signaling [65, 66]. Indeed, our RNA-Seq and western blot data highlight a reduction of the hippocampal levels of GLT1 and glutamine synthetase (GS) following astrocytic A_2A_R upregulation. These observations are in line with previous data showing an antagonistic interaction between activities of A_2A_R and Na^+^/K^+^ATPase-α2 controlling GLT1-dependent glutamate uptake by astrocytes [6]. Since extracellular glutamate is taken up by astrocytes via GLT1 and subsequently converted to glutamine by GS in the cytoplasm, reduced expression of either may likely impair the glutamate clearance and recycling, thereby promoting neuronal hyperexcitability. While the direct impact of astrocytic A_2A_R upregulation on synaptic glutamate levels needs to be firmly demonstrated, GLT1 and GS changes likely explain: *i)* the higher response of IEGs to chemogenetic neuronal activation in animals exhibiting A_2A_R astrocytic upregulation and *ii)* the higher burst response of hippocampal CA1 neurons to 4-AP/low-Mg^2+^ in slices of A2A animals vs. GFP controls. Such enhanced neuronal excitability is associated to the increased hippocampal levels of phosphorylation at serine 831 of the GluA1 subunit of AMPA receptors, which has been shown to potentiate AMPA receptor ion channel function and to be associated with neuronal hyperexcitability, notably in epilepsy [67, 68]. Our observations could therefore explain the neuronal hyperexcitability associated with A_2A_R upregulation and reported in patients with mesial temporal lobe epilepsy, and also observed in the kaïnate mouse model [22, 59]. They also offer a molecular rationale to explain why the risk of seizures is at least 3 times higher in AD patients (that display astrocytic A_2A_R upreguation [18]) than in healthy controls [69].

### Astrocytic A_2A_R upregulation and the link to metabolism

Changes of hippocampal excitability occur concomitantly with other changes unveiled by our transcriptomic data. In particular, astrocytic A_2A_R upregulation favors miscommunication between astrocytes and neurons by presumably impairing insulin-mediated glucose uptake and astrocytic glycolysis [35, 70]. Notably, in order to evaluate a potential impact of the astrocytic A_2A_R upregulation on the expression of different purinergic-related genes in astrocytes, we checked their expression including P1 and P2 purinergic receptors, ectonucleotidases and nucleoside transporters (Supplementary Table 7). 

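Supplementary Table 7 lists 30 purinergic genes, of which 23 had enough counts to be tested in the ACSA-2 libraries. Adora2a and Adora2b passed the adjusted threshold of edgeR's test, over all genes and adjusted over the list alone. At an unadjusted p under 0.05 there were 4 genes, these and the ectonucleotidases Entpd2 (log2 FC 0.59, edgeR adjusted p = 0.338) and Entpd7 (log2 FC -1.19, edgeR adjusted p = 0.327). The other log2 FCs lay between these values. The standard errors went from 0.21 for P2ry14 to 1.13 for Nt5e, so a change within these errors was not detectable in 3 animals per group. For the 7 genes not tested, the counts were too low.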

Most of the genes remained unaltered upon astrocytic A_2A_R upregulation. 

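Adora2b (ENSMUSG00000018500, chromosome 11 from 62248984 to 62266453) had 100 ± 17.7 CPM in AAV-GFP controls and 211 ± 52.7 CPM in AAV-A2A animals (SD, n = 3 per group), a log2 FC of 1.08 (SE 0.22, edgeR adjusted p = 0.0299, adjusted over the list alone 0.00919). The groups did not overlap. The log2 FC stayed between 0.85 and 1.20 with each library left out, but passed the adjusted threshold over all genes in 0 of these 6 fits (adjusted p between 0.0503 and 0.122). It was 0.85 (adjusted p = 0.0979) once each library's trend on gene length and GC content was removed.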

Interestingly, we found a significant increase of Adora2b mRNA levels coding the adenosine A_2B_ receptor (A_2B_R). A recent publication [71] highlighted that stimulation of these receptors activates astrocytic glucose metabolism and the release of lactate, while its astrocytic deletion impairs synaptic function and memory. These data suggest that the astrocytic upregulation of A_2B_R upon A_2A_R astrocytic upregulation might reflect a compensatory mechanism, particularly fitting with the ability of astrocytic A_2A_R upregulation to down-regulate glycolytic-related pathways in astrocytes (per our transcriptomic data) and to promote memory impairments.

### Astrocytic A_2A_R upregulation and the link to aging and AD

Since hippocampal upregulation of A_2A_R has been previously correlated to the pathological development in AD brains and associated cognitive deficits [18], we also attempted to determine whether the specific upregulation of astrocytic A_2A_R could directly promote the establishment of an AD-like astrocytic molecular phenotype. To this end, we compared the astrocytic A_2A_R-related transcriptomic signature identified in our study with those derived from tauopathy (P301S) and amyloidogenesis mouse models (APP/PS1; 5xFAD) [72, 73]. We found a very limited overlap of DEGs (2/54 with P301S; 65/2760 with APP/PS1; 26/526 with 5xFAD; data not shown). Overall, our comparison support that the astrocytic upregulation of A_2A_R in the hippocampus of C57Bl6/J mice is not sufficient to promote a neurodegenerative-like signature. However, among the 43 downregulated genes common to A2A mice and the APP/PS1 model [72], we found common senescence markers such as Glul, coding for GS, as well as Yap1. These observations are in agreement with previous works supporting the establishment of cellular senescence in models of amyloidogenesis [74–76].

More generally, the astrocytic transcriptomic signature of the A_2A_R overexpressing astrocytes unveiled numerous processes associated with an aging-like phenotype characterized by oxidative stress, induction of the NF-κB pathway, DNA repair mechanisms as well as a significant reduction in transcriptional processes and cell cycle. Recent data demonstrated that hippocampal astrocytic senescence associates with a reduction of cdk6 induced by a defective YAP activity, a transcriptional coregulator, in these glial cells. This study also reported that the conditional deletion of YAP in astrocytes was sufficient to promote several hallmarks of astrocyte senescence, including hypertrophic morphology, increased β-galactosidase activity, and upregulation of several senescence-associated genes such as p16, p53 and NF-κB as well as downregulation of Lamin B1 [50]. Interestingly, our data demonstrate a loss of YAP expression in GFAP^+^ astrocytes, as well as a significant reduction of the YAP levels in astrocytic nuclei upon upregulation of A_2A_R. This fits well with the observation that activation of Gs-Protein Coupled Receptors, like A_2A_R, can promote phosphorylation of YAP, preventing its translocation to the nucleus and its action as a transcriptional co-regulator [77]. Further, we identified a significant increase of nuclei size in astrocytes presenting with reduced YAP immunoreactivity, also characteristic of astrocytic senescence [52]. Besides YAP, our data also demonstrate a significant reduction of the HMGB1 staining in astrocytes upon A_2A_R astrocytic upregulation as compared to GFP controls. These data are in agreement with the literature demonstrating a loss of expression of this marker in the astrocytic nucleus before being released during the development of a SASP (senescence-associated secretory phenotype) [49, 78]. The significant reduction, amongst the most downregulated genes, of both GS and cdk6, previously described to be markers of astrocytic senescence [50, 79, 80] is also in agreement with the idea that astrocytic A_2A_R upregulation favors the emergence of a senescent-related phenotype in these glial cells. In agreement, we found some overlap between our transcriptomic dataset and the signatures of astrocytes isolated from aged mice [81] as well as an “astrocytic senescence-related genes” signature extracted from the literature [46, 52, 82]. Overall, our data therefore support that A_2A_R upregulation by hippocampal astrocytes implements several processes associated with astrocyte senescence and aging.

### Astrocytic A_2A_R upregulation and the link to microglial dysfunction

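Among the genes that the paper links to the senescence-associated secretory phenotype, Il1a had a log2 FC of 0.21 (SE 1.38, edgeR adjusted p = 0.982) in the ACSA-2 libraries. Its level was 0.796 CPM in AAV-GFP controls, and its sign changed in 3 of the fits that left out a library. Il1b had a log2 FC of -0.46 (SE 0.79, edgeR adjusted p = 0.901) at 2.1 CPM. Il33 (ENSMUSG00000024810, chromosome 19 from 29925114 to 29960718) had 77.2 ± 7.16 CPM in AAV-GFP controls and 122 ± 26.2 CPM in AAV-A2A animals (SD, n = 3 per group), a log2 FC of 0.66 (SE 0.20) that missed the threshold with edgeR (adjusted p = 0.14) and passed it with DESeq2 (adjusted p = 0.0367). Mmp15 (ENSMUSG00000031790, chromosome 8 from 95352268 to 95375080) was lower, with 10.6 ± 1.97 and 4 ± 0.45 CPM, a log2 FC of -1.40 (SE 0.36, edgeR adjusted p = 0.0763, DESeq2 adjusted p = 9.54e-04). Both genes had no overlap between the groups. Hmgb1 mRNA had 52.4 ± 6.98 and 48.2 ± 7.2 CPM, a log2 FC of -0.12 (SE 0.21, edgeR adjusted p = 0.904), within the spread between replicates.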

Astrocytic senescence might be linked with the release of molecules associated to SASP, some of which being unveiled in our transcriptomic dataset such as interleukins (i.e. IL-1, IL-33), metalloproteases and metalloproteases inhibitors (i.e. MMP15, Timp1) [83] but also HMGB1. These factors enable paracrine signaling to other astrocytes, but also presumably to surrounding cells such as neurons and microglia. Whether senescent A_2A_R astrocytes favor the senescence of surrounding neurons and microglia has not been specifically addressed in our study and further investigations are warranted. However, our data particularly show that the sole astrocytic upregulation of A_2A_R is sufficient to promote microglial reactivity and morphological changes, i.e., a reduction in the number of processes and therefore of microglial complexity as well as a reduction of CD68, a marker of microglial lysosomal activity and phagocytosis. These morphological and functional microglial changes have been associated with hippocampal aging and neurodegeneration [84]. Our observations, showing a causal link between astrocytic A_2A_R and microglia are also in line with data previously obtained in a mouse model of Sandhoff disease, showing an association between astrocytic upregulation of A_2A_R and microglial activation [34] Interestingly, the transcriptomic signature of microglial cells from mice with astrocytic upregulation of A_2A_R supports the idea that microglia did not adopt a pro-inflammatory/disease-related phenotype and did not lose their homeostatic phenotype. Dysregulated microglial pathways following astrocytic A_2A_R upregulation rather suggested a significant decrease in mitochondrial respiratory chain activity, accompanied by increased autophagy and oxidative stress. In fact, these molecular changes closely resemble those previously described in hypoxia and stroke. Previous works highlighted that in these particular conditions, microglia adopt a reduction in their phagocytic activity associated with the activation of autophagy-related processes [85]. We cannot also exclude the possibility that the presumed release of HMGB1 by astrocytes as part of the SASP may directly contribute to the microglial morphological and molecular changes as supported by several studies [86–89]. Further, several hallmarks of brain aging have been suggested to render neuronal circuits vulnerable to hyperexcitability [90], in line with our DREADD and electrophysiological data. Interestingly, besides a direct consequence of astrocytic changes on neurons, microglial impairments notably the loss of phagocytic abilities, suggested by the reduction of CD68, have been also described in models of neuronal hyperexcitability [91, 92], fitting again with our DREADD and electrophysiological data. Therefore, the triggering of neuronal senescence by astrocytic A_2A_R upregulation as previously described by our team remains a possibility [93, 94].

## Conclusion

Taken together, our data indicate that the upregulation of A_2A_R in hippocampal astrocytes promotes multicellular impairments that impact the hippocampal neuronal network functionality, the astrocyte-neuron coupling and microglial function all previously identified as mandatory for the regulation of memory processes [70, 95, 96]. In accordance, we demonstrate that the upregulation of astrocytic A_2A_R in the hippocampus is sufficient to promote spatial learning and memory alterations. This observation is in line with a previous work from Orr et al. [18] showing that the conditional removal of A_2A_R in astrocytes improved memory in aged mice while the chemogenetic activation of astrocytic Gs-coupled signaling impaired it. However, these data seem controversial with other reports that rather support the detrimental impact of astrocytic A_2A_R deletion in memory settings [32, 97]. Therefore, a tight control of astrocytic A_2A_R might be necessary to ensure proper cognitive functions, especially in pathological conditions. Considering the clinical interest of A_2A_R targeting drugs in AD and epilepsy, this warrants further mechanistic studies.

## Supplementary information

Supplementary methods

Supplmentary figures

Supplementary data - uncropped gels

Supplementary_Tables_3_4_5_6_7

Supplementary_Table_1

Supplementary_Table_2

## Data Availability

Data supporting our study findings are available from the corresponding author upon reasonable request.

# Supplementary material for: Upregulation of adenosine A2A receptor in astrocytes is sufficient to trigger hippocampal multicellular dysfunctions and memory deficits
**Source:** Mol Psychiatry. 2025 Jul 23;30(11):5300–14. doi: 10.1038/s41380-025-03115-9
**Supplement:** Supplementary file 1 — Supplementary methods

**Supplementary Materials and Methods**

**Behavioral evaluations.** Behavioral experiments were conducted on animals randomly assigned by experimenters blinded to the injection group.

***Actimetry****.* Mice were individually placed at the center of an infrared Actimeter apparatus (45x45x35 cm, BIOSEB; LE8816) composed by a 2-dimensional square frame, enlightened by a flood light (40 lux) placed above. Mice had 10 min exploration-time and their spontaneous behavior was tracked with velocity and distance moved recorded by Actitrack software (BIOSEB).

***Elevated Plus Maze****.* Anxiety-related behavior was assessed using an Elevated Plus Maze which is a cross platform with 2 open arms and 2 closed arms (80 cm long x 7 cm wide), enlightened by a flood light (open arms: 170-180 lux; closed arms: 50-60 lux) placed above. Mice were placed at the center of the maze with their face in the direction of a closed arm and were allowed to explore freely for 5 min. Time spent in each arm was recorded using the Ethovision XT tracking system (Noldus).

***Y-Maze.*** Short-term spatial memory was assessed in a spontaneous novelty-based spatial preference Y-maze test, composed of 3 arms (30 cm long x 8 cm wide), lit by a flood light (7-8 lux), placed above. Different extra-maze cues were placed on the surrounding walls. During the learning phase, mice were placed at the end of the “start” arm and were allowed to explore the “start” and the “familiar” arms for 5 min. Access to the third arm of the maze (“novel” arm) was blocked by an opaque door. The mouse was then removed from the maze and returned to its home cage for 2 min. In the test phase, the mouse was placed again in the “start” arm of the maze, the door of the “novel” arm was removed and the mouse was allowed to explore the maze for 1 min (**Figure 6A**). Allocation of the “novel” arm was randomly counterbalanced within each group. The amount of time the mouse spent in each arm of the maze was recorded during both learning and test phases using EthovisionXT (Noldus). For the learning phase, we calculated the percentage of time spent in the “familiar” arm vs. the “start” arm. For the test phase, a discrimination index as [novel arm/(novel+familiar arm)] × 100 was calculated.

***Barnes Maze****.* Spatial learning and long-term memory were evaluated using the Barnes maze task. This maze is a white circular PVC open platform surface (120 cm diameter) with 40 equally spaced holes (5 cm of diameter) located at 5 cm from its circumference and a black escape box (5x5 cm) located under one of the 40 holes. The platform is placed on a swivel system (to rotate it easily) in the center of the room, elevated 80 cm above the floor, lit by a flood light (800 lux) placed above and surrounded by spatial cues. Mice completed a habituation trial (5 min) to become familiar with the maze environment. Then, mice completed 4 days of acquisition training (learning phase) with 4 trials per day. For each trial, mice were placed in a start tube in the center of the maze (for 5-10 s) and then trained to locate the escape hole (randomized for all mice) using spatial cues surrounding the maze. If the mouse did not enter the escape hole in 3 min it was gently guided to the escape hole. Mice remained 60 s in the escape box before returning to its home cage. The inter-trial interval was 15 min. To reduce intra-maze odor cues, the maze surface and escape box were cleaned with 70% ethanol between each trial and the maze was rotated clockwise a quarter turn every day. Twenty-four hours after the last day of the training, mice completed a 2 min probe trial (test phase) where the escape box was removed. For the acquisition phase, the number of primary errors (number of times the mouse explores the other holes before finding the target one), primary latency (the time spent before finding the target hole) and distance moved (the distance travelled before finding the target hole) were recorded (**Figure 6C**). For the test phase, the time spent in the target quadrant was calculated.

**RNAseq*.*** mRNAs from astrocyte-enriched suspensions were extracted as described previously^39^. Full length cDNAs were generated from 500 pg to 1ng of total RNA using SMART-SeqX v4 UltraX Low Input RNA Kit for Sequencing (Takara Bio Europe, Saint Germain en Laye, France) according to manufacturer's instructions with 12 cycles of PCR for cDNA amplification by Seq-Amp polymerase. 600 pg of pre-amplified cDNA were then used as input for Tn5 transposon tagmentation by the Nextera XT DNA Library Preparation Kit (96 samples) (Illumina, San Diego, USA) followed by 12 cycles of library amplification. Following purification with SPRIselect beads (Beckman-Coulter, Villepinte, France), the size and concentration of libraries were assessed by capillary electrophoreris. Sequencing was performed on the GenomEast platform (Strasbourg) with 1x50 bp on a HiSeq 4000 System (Illumina). Reads were preprocessed in order to remove adapter, polyA and low-quality sequences (Phred quality score below 20) using cutadapt^40^ v1.10. After this preprocessing, reads shorter than 40 bases were discarded for further analysis. Reads were mapped onto the mm10 assembly of the Mus musculus genome using STAR^41^ v2.5.3. Gene expression quantification was performed from uniquely aligned reads using htseq-count^42^ v0.6.1p1, with annotations from Ensembl v102 and “union” mode. Only non-ambiguously assigned reads have been retained for further analyses. Read counts have been normalized across samples with the median-of-ratios method proposed by Anders and Huber^43^, to make these counts comparable between samples. Sequencing data that support the findings of this study have been deposited in the NCBI’s Gene Expression Omnibus (GEO) database (GSE272248). Comparisons of interest were performed using the test for differential expression proposed by Love et al.^44^ and implemented in the Bioconductor package DESeq2 v1.16.1. P-values were adjusted for multiple testing using the Benjamini and Hochberg method^45^. A functional annotation of deregulated genes was performed to identify the impacted biological processes, using DAVID (https://david.ncifcrf.gov/home.jsp). GSEA v4.1.0^46,47^ was also used as a pre-ranked analysis using the following settings “No collapsing of Gene Symbols, the classic Enrichment statistic, gene sets containing more than 500 genes and less than 50 genes were excluded from analysis” and with gene sets from GO, Pathway and MsigDB. Genes were ranked based on the values computed as such: -10*log10(pvalue) x fold change sense. Z-score expression for violin plot representation of RNA-seq data from the different modules was created with the R software.

**Immunohistological and analysis procedures.**

***Immunohistochemistry.*** 35 μm mouse floating sections were washed and permeabilized 3 times with phosphate buffer solution and 0.5% Triton X-100 (PBS-T). After an incubation with 0.3% H_2_0_2_ solution for 30 min to prevent the action of endogenous peroxidases, and the saturation of the tissue (5% of serum in PBS), the primary antibodies of A_2A_R, GFP, GFAP, Iba1 and c-Fos were incubated at 4°C (Serum, antibodies and incubation time are given in **Supplementary Table 2**). Biotinylated-conjugated secondary antibodies (1/500, Vector Laboratories) were then incubated for 1 h at RT and the revelation was performed using ABC method (#PK6100; Vector Laboratories) with 3,30-diaminobenzidine as the peroxidase substrate (#D9015; Sigma). The sections were mounted and incubated in successive ethanol baths (from 30% to 100%; 3x10 min) and toluene baths (3x10 min) once dried. Then the sections were covered with the Vectamount mounting medium (#H5000; Vector Laboratories) and coverslips (#LCO2460M; Labelians).

***Immunofluorescence.*** 35 μm mouse floating sections were washed and permeabilized 3 times with PBS-T. After the saturation of the tissue (5% of serum in PBS-T), the primary antibodies of A_2A_R, GFAP, S100β, Sox2, STAT3, Iba1, CD68, NeuN, YAP, HMGB1, RFP and GFP were incubated at 4°C (Serum, antibodies and incubation time are given in **Supplementary Table 2**). Alexa Fluor488-, Alexa Fluor568- and Alexa Fluor647-conjugated secondary antibodies (1/500; Life Technologies) were incubated for 1 h at RT. Sections were counterstained with DAPI (1/5000; #62248; Thermoscientific). The sections were mounted and treated for 10 min in 0.3% of Suden Black to block autofluorescence once dried. Then the sections were covered with Dako Fluorescent mounting medium (#S3023; Sigma) and coverslips (#LCO2460M; Labelians). For the STAT3 staining, we used a dedicated protocol requiring a permeabilization step thanks to a 100% methanol bath during 20 min at -20°C, before the saturation^49^.

***Image acquisition and analysis.*** For A_2A_R, GFP, GFAP, Iba1 and c-Fos immunohistochemistries, 6-7 sections per animal were acquired using x20 objective Zeiss Axioscan Z1 slide scanner. Quantification of the GFAP, Iba1 and C-Fos signal intensity and percentage of labeled area were performed using Fiji software (Java). For A_2A_R, GFAP, NeuN, Iba1, Sox2 and S100β immunostaining, images were acquired on a Zeiss LSM-710 confocal microscope taking-up to 15 z-stacks at 1.5 μm steps with a x63 oil objective (optimal frame size of 1348). For the CD68/Iba1, STAT3/YAP and HMGB1/S100β co-immunostainings, 3-4 regions of interest per animal were acquired on a Zeiss Spinning Disk high-resolution microscope taking-up to 15 z-stacks at 1.5 μm steps with a 40x oil objective. Percentage of labeled area of CD68^+^ in Iba1^+^ cells was performed using the Imaris plug-in “X-tension”. The density of microglia present in the CA1 stratum radiatum was determined by manually counting the number of Iba1^+^ microglia within a dedicated area using Imaris software. Signal intensity, percentage of labeled area and density of STAT3^+^, YAP^+^ or HMGB1^+^ cells in astrocytic cells (i.e, GFAP^+^ or S100β^+^ cells) as well as labeled area and volume of YAP^+^ and DAPI+ nucleus staining were performed using the Imaris plug-in “X- tension.

Signal intensity, percentage of labeled area and density of STAT3^+^ or YAP^+^ cells in GFAP^+^ cells as well as labeled area and volume of YAP^+^ and DAPI^+^ nucleus staining were performed using the Imaris plug-in “X-tension”. For the RFP/A_2A_R co-immunostaining, images were acquired on a Zeiss LSM-710 confocal microscope on 1 stack with a x40 oil objective using “mosaic” function in order to observe the astrocyte A_2A_R and neuronal hM3Dq expressions in the CA1 hippocampus area.

**Western Blots.** Protein concentrations of the samples above were quantified using the BCA assay (Pierce), diluted in lithium dodecyl sulphate buffer supplemented with reducing agents (Invitrogen) and then separated on 4-12% Criterion Bis-Tris Gels gels (Invitrogen). Proteins were transferred to nitrocellulose membranes, which were then saturated with 5% non-fat dried milk in TNT (Tris 15mM pH 8, NaCl 140mM, 0.05% Tween) and incubated at 4°C for 24h or 48 h with the primary antibodies. Appropriate HRP-conjugated secondary antibodies were incubated for 45 min at RT. Signals were visualized using chemiluminescence kits ECL (#RPN2106; Amersham) or ECL Prime (#RPN2232; Amersham) and an Amersham ImageQuant 800 imaging system. Quantiﬁcations were performed using ImageJ software and results normalized to β-actin. Primary and secondary antibodies used in this study are given in **Supplementary Table 2**. Uncropped gels are provided as **Supplementary material**.

# Supplementary material for: Upregulation of adenosine A2A receptor in astrocytes is sufficient to trigger hippocampal multicellular dysfunctions and memory deficits
**Source:** Mol Psychiatry. 2025 Jul 23;30(11):5300–14. doi: 10.1038/s41380-025-03115-9
**Supplement:** Supplementary file 2 — Supplmentary figures

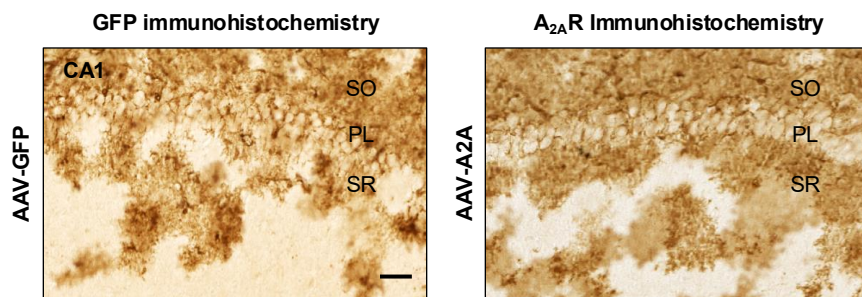

**Supplementary Figure 1. AAV-based astrocytic A<sub>2A</sub>R upregulation in CA1 hippocampus in mice.** Representative images of GFP (left panel) or A<sub>2A</sub>R (right panel) immunostainings highlighting GFP or A<sub>2A</sub>R astrocytic upregulation in the *stratum oriens* (SO), pyramidal layer (PL) and *stratum radiatum* (SR) sublayers of CA1 hippocampus (scale bar=60  $\mu$ m).

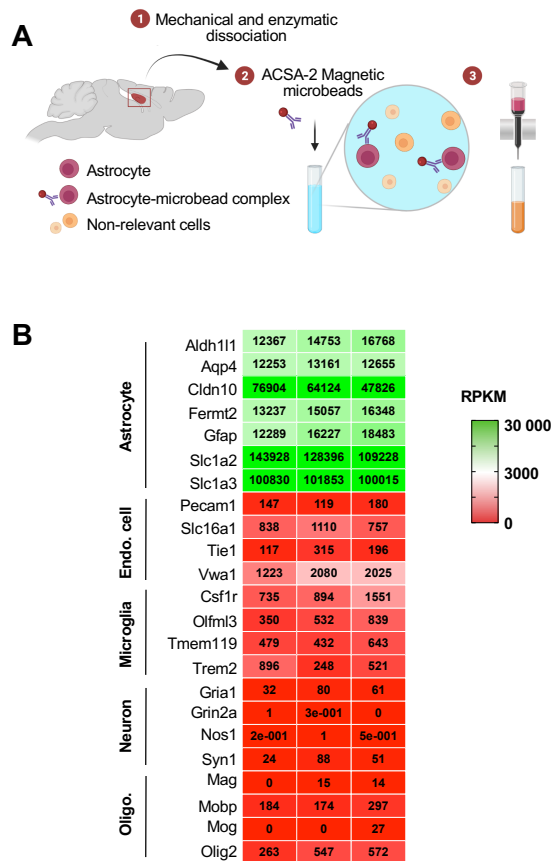

**Supplementary Figure 2. Enrichment of hippocampal astrocytes using a magnetic-activated cell sorting method.** (A) After cell dissociation of hippocampus (1), anti-ACSA-2 (Astrocyte Cell Surface Antigen) microbeads formed complexes with astrocytic cells (2). The magnetically labeled ACSA-2 cells (purple) are retained within a MS column thanks to a magnet -while the unlabeled cells (yellow) run through- and are eluted before RNA-sequencing (3-4). (B) Heatmap representing the enrichment (RPKM values) of several astrocytic genes vs. endothelial, microglial, neuronal and oligodendrocytic ones, attesting the reliability of the ACSA-2-based enrichment procedure.

## GSEA analysis - DOWN

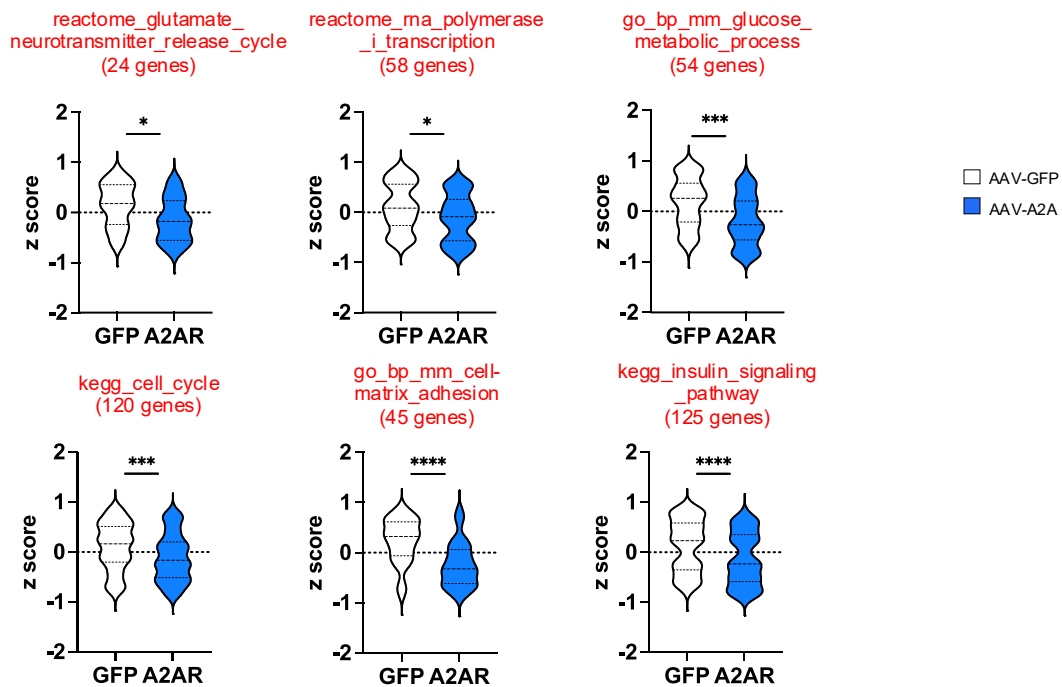

## GSEA analysis - UP

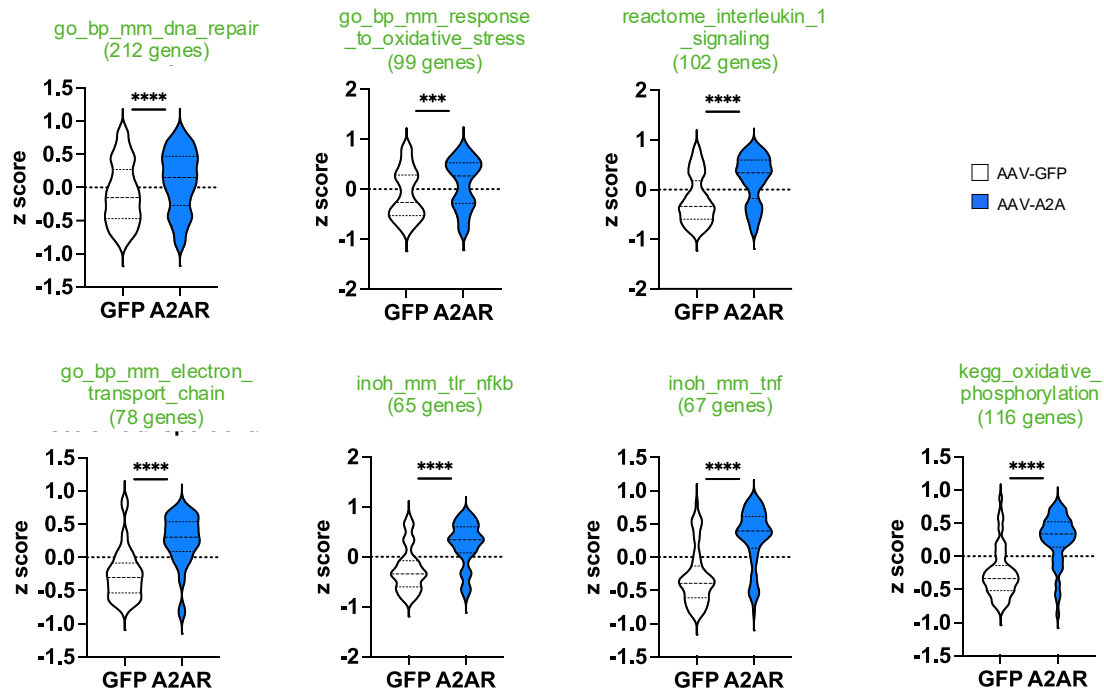

**Supplementary Figure 3.** Violin plots representing z-score expression values of genes belonging to the representative significant GSEA pathways shown on Figure 3. (N=3 animals per group). \*P<0.05, \*\*P<0.01, \*\*\*P<0.001, \*\*\*\*P<0.0001 using the non-parametric Mann-Whitney test.

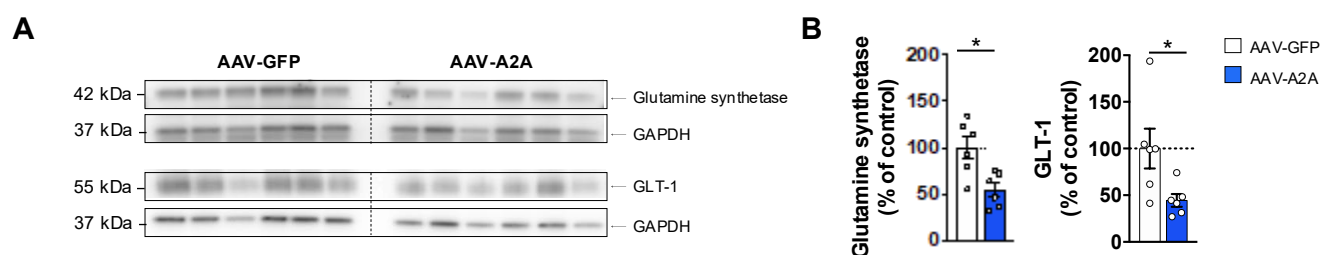

**Supplementary Figure 4. (A)** Glutamine synthetase (GS) and GLT-1 protein levels in the hippocampus of AAV-GFP and AAV-A2A mice. **(B)** Quantification shows a significant decrease of GS and GLT-1 in AAV-A2A vs. AAV-GFP mice (\* $P < 0.05$  vs. AAV-GFP; Student's t-test;  $N = 6$ /group).

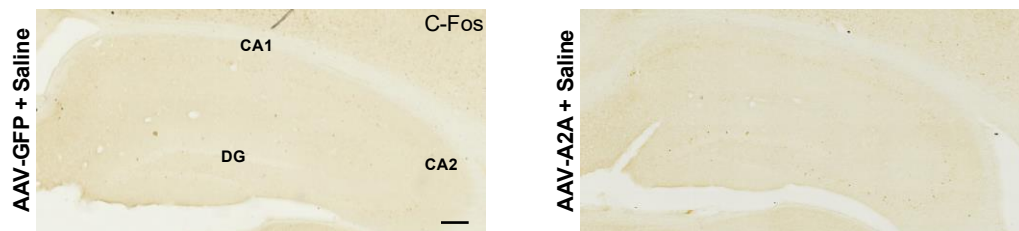

**Supplementary Figure 6.** Representative images of c-Fos immunostaining in the CA1, CA2 and DG regions of hippocampus in AAV-GFP (left panel) and AAV-A2A (right panel) animals treated with saline (scale bar=400  $\mu$ m; N=4-5 mice/group).

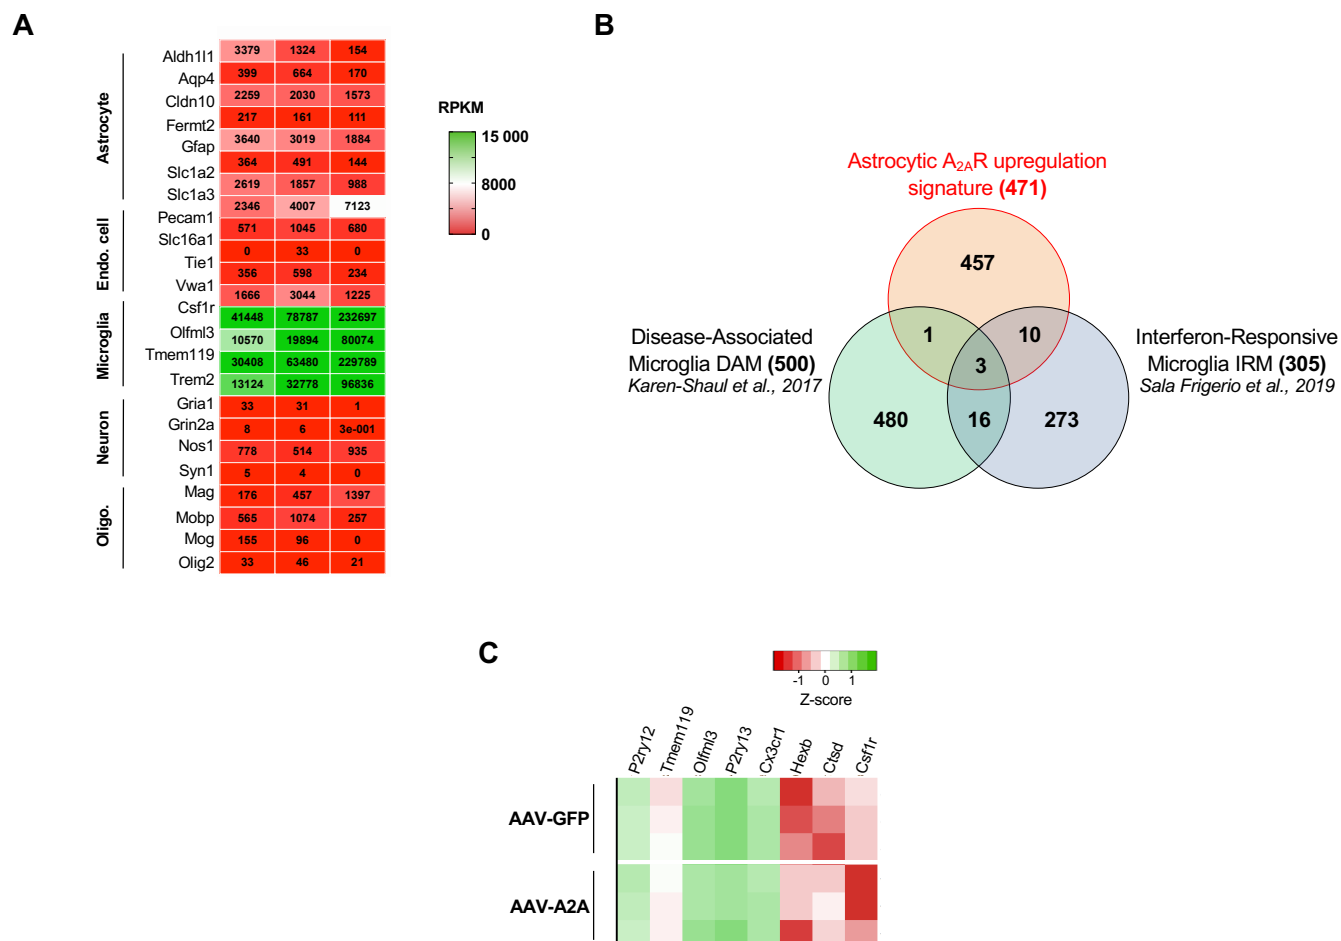

**Supplementary Figure 7.** Microglial transcriptomic signature following astrocytic A<sub>2A</sub>R upregulation in hippocampus vs GFP control. **(A)** Heatmap representing the enrichment (RPKM values) of several microglial genes vs. astrocytic, endothelial, neuronal and oligodendrocytic ones, attesting the reliability of the CD11b-based enrichment procedure. **(B)** Venn diagram comparing the microglial signature of A<sub>2A</sub>R-overexpressing astrocytes to signatures of Diseases-Associated Microglia (DAM; Keren-Shaul et al., 2017) and Interferon-Responsive Microglia (IRM; Sala Frigerio et al., 2019). **(C)** Heatmap representing the z-score expression (from RNA-Seq data) of common homeostatic microglial genes and showing no difference between groups.

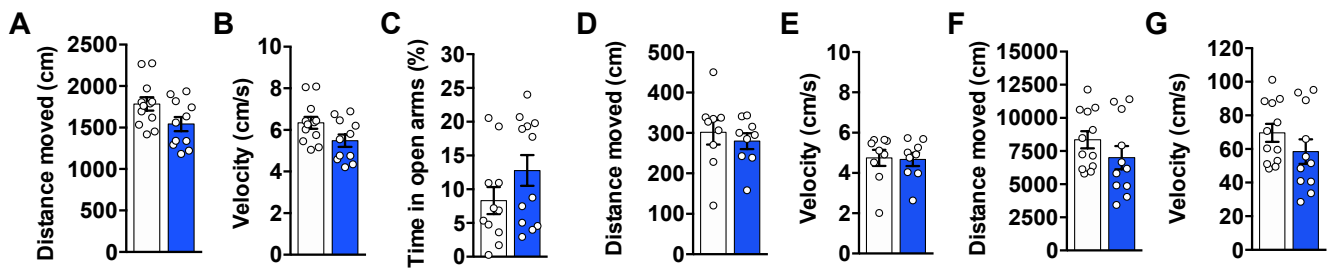

**Supplementary Figure 8. Locomotor activity and anxiety behavior.** (A-C) During the Elevated-Plus maze, no difference regarding the distance moved (A), the velocity (B) as well as the time spent in the open arms (C) was observed between the AAV-A2A and AAV-GFP animals (N=11-12 mice/group;  $P>0.05$ ; Student's t-test). During the Y-maze test (D,E), no difference regarding the distance moved (D) and the velocity (E) was observed between the AAV-A2A and AAV-GFP animals (N=9 mice/group;  $P>0.05$ ; Student's t-test). (F,G) Same applied in the Barnes task (N=11-12 mice/group;  $P>0.05$ ; Student's t-test).

How the deposited data were processed for this re-analysis (not part of the article)

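The data are RNA sequencing libraries of 2 magnetically sorted cell fractions of the mouse hippocampus, astrocyte-enriched (ACSA-2) and microglia-enriched (CD11b), each with 3 animals injected with AAV-GFP and 3 injected with AAV-A2A. The values used are the raw read counts per Ensembl gene as deposited by the authors, who trimmed the reads, aligned them to mm10 (GRCm38) and counted uniquely aligned reads that fell on a single gene. The reads were not aligned again here. Libraries were assigned to fraction and vector from the sample labels and the column names of the tables alone. Unnamed empty columns of the tables were not used. Libraries are named by vector and replicate number, for example GFP-303. The count is of PCR-amplified reads without molecular identifiers, so duplicates are included. The total count on genes went from 33937067 to 49217553 per library in astrocytes and from 36098295 to 53206974 in microglia. Gene names, positions, lengths and GC content are from the GENCODE annotation of GRCm38. Of the 27866 and 30359 gene identifiers in the astrocyte and microglia tables, 27813 and 30289 were found in it, and the other identifiers held 0.00469 to 0.0956% of a library's counts.

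Each fraction was compared separately, AAV-A2A against AAV-GFP, with the quasi-likelihood test of edgeR 4.0.16 (TMM normalization, filterByExpr, robust dispersion) in R 4.3.3. Alternatives were DESeq2 1.42.0 (with and without independent filtering, and with shrunken fold changes), limma-voom (limma 3.58.1), other scaling and filters, a joint fit of all 12 libraries, other thresholds on the fold change, each library's trend on gene length and GC content removed by an offset, and each library left out in turn. Adjusted p values are Benjamini-Hochberg values from these models over all tested genes unless a list is named. Gene sets were tested with camera (correlation 0.01), fry and camera with an estimated correlation in limma. With the length and GC trend removed, the sets were tested on adjusted log2 CPM in place of the counts. Reactome sets were those of the fgsea 1.28.0 package. Overlaps of gene lists used the one-sided Fisher's exact test, and marker lists an exact permutation test of all assignments of libraries to fractions. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.

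Genes were named when the paper names them in its text or in Fig. 3C and Supplementary Figure 7C, when their protein was measured, when they were the most abundant gene of a list of other cells, or when they were among the 3 genes with the largest rise or the 3 with the largest fall in a fraction, among called genes without overlap between the groups and with a mean of at least 5 CPM. Of Supplementary Table 7, the genes past the threshold are named. Entpd2, Entpd7, P2ry14, Nt5e and the genes singled out in the DAM, IRM and overlap lists fall outside this rule and were chosen after their values were seen. Of the genes that meet this rule, 1 is not reported here. A gene with 0 counts in a whole group is given as a bound against a floor of 3 counts.

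The lists of respiratory chain, autophagy, DAM and IRM genes and of markers of other cells were written by hand before the count files were examined, but after the paper's Supplementary Tables 3 and 6 had been read. The published DAM and IRM lists and the DAVID and pre-ranked GSEA analyses were not used here. The median log2 FC of the lists of other cells was, in astrocytes and microglia respectively, 0.19 and -2.30 for neurons, -0.17 and -4.05 for erythrocytes, 0.20 and -0.38 for oligodendrocytes, 0.15 and -0.51 for astrocytes, 0.01 and -1.34 for endothelial cells, -0.00406 and -2.07 for ependymal cells, 0.285 and -1.80 for choroid plexus, 0.00695 and 0.48 for microglia, and 0.30 and 0.32 for border macrophages. For monocytes and neutrophils it was 0.15 in microglia, and in astrocytes 1 gene of this list, Lcn2, was tested (log2 FC 1.98). The most abundant gene of each list, in the same order, had a log2 FC in astrocytes of 0.20 (Ppp3ca), -0.19 (Hbb-bs), 0.19 (Cryab), 0.22 (Aldoc), 0.15 (Bsg), 0.06 (Tm4sf1), 0.59 (Ttr), 0.06 (Ctsd) and 0.22 (Cbr2). In microglia it was 0.37 (Ppp3ca), -4.60 (Hbb-bs), -2.32 (Cryab), -1.33 (Clu), -1.34 (Bsg), -2.33 (1500015O10Rik), -2.26 (Ttr), 0.39 (Ctsd), 1.38 (F13a1) and 0.44 (Ngp). None of these was called by edgeR's main fit. In microglia Hbb-bs passed with DESeq2 (adjusted p = 4.40e-05), and 1500015O10Rik passed under another alternative. Hbb-bs has a near-identical neighbour, Hbb-bt, so its count of unique reads is uncertain.

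The tests were tried on simulated counts with the means and spread of these libraries, with 200 genes changed by a log2 FC of 2. In astrocytes edgeR called 125 of the 190 changed genes it tested and 4 of 15637 unchanged genes, DESeq2 137 of 200 and 53 of 16251, and limma-voom 113 of 190 and 5 of 15637. With the change doubled edgeR called 162 of 193 changed and 5 of 15635 unchanged genes. In microglia edgeR called 0 of 189, or 127 of 192 with the change doubled, limma-voom 0 of 189, and DESeq2 74 of 200 together with 69 of 16748 unchanged genes. With no gene changed, edgeR called 0 genes in both fractions and DESeq2 11 in astrocytes and 70 in microglia. A planted shift in a set of genes was found by camera in both fractions, and a planted trend on length, with a correlation of 0.46 in astrocytes and 0.342 in microglia, fell to 0.0075 and 0.018 once removed.

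Immunostaining, western blots, behavior, electrophysiology and proteins were not analysed here.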

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

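The tests of the difference between the fractions, of its splits and of gene length were chosen before their results were seen, and the tests that concern a single fraction (length trend and choroid plexus) only after the results were seen. A joint fit of the 12 libraries tested for a response that differs between cell fractions, and found it in 75 of 18602 genes (7 higher and 68 lower in astrocytes relative to microglia), all at an adjusted p of 0.0438, with 3645 genes at an unadjusted p under 0.05. The count rests on single libraries, being 1286 without GFP-319, 830 without A2A-321, 41 without A2A-309, 1 without A2A-322 and 0 without any of the other libraries, and it was 0 once each library's trend on gene length and GC content was removed. When the vector was assigned at random within each fraction, 9 of 100 assignments, the real one included, gave as many genes, so chance remains open for this count.

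The nuclear-encoded respiratory chain genes differed as a set. The response in astrocytes less that in microglia was 1.54 on the log2 scale relative to all genes (83 genes, camera adjusted p = 7.33e-21, fry adjusted p = 0.0386). It did not pass in camera with an estimated correlation (adjusted p = 0.133). The difference was tested by the interaction of vector and fraction. Assignments of the vector within each fraction gave as large a difference in 8 of 200, the real one included. The list was written after the paper's calls on these same libraries had been read, so this share cannot exclude chance. A trend on gene length and GC content argues poorly for the whole of it, since the difference was 0.656 (adjusted p = 3.40e-06) with each library's trend removed.

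The 2 fractions differ in how this set behaves. In astrocytes, where it was higher, removing the trend left an adjusted p of 0.768, and 541 of 10000 random sets matched on expression, length and GC content lay as far, so the trend is a candidate explanation there. In microglia, where it was lower, the shift was -0.726 (camera adjusted p = 2.50e-07) with the trend removed and -0.908 with the level of choroid plexus markers as a covariate, and 0 of 10000 matched random sets lay as far. Neither the trend nor choroid plexus RNA was therefore the whole cause in microglia, although fry did not pass with the covariate (adjusted p = 0.119). That the vector changes respiratory chain expression in microglia is a hypothesis. The fractions come from different libraries, so an effect of the sorted suspensions of single animals was not excluded.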

How the results depend on the processing

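The alternatives were set before the data were examined, except the choroid plexus covariate and DESeq2 with shrunken fold changes on the same 6 libraries, which were chosen after seeing the data. Unless a reason is given, the cause of a change was not tested. No paired analysis was possible because the replicate numbers of the groups are not shared.

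Genes called. In astrocytes DESeq2 called 1263 genes, 1108 without independent filtering and 1190 with shrunken fold changes on the same 6 libraries, and edgeR on all 12 libraries 156. Leaving out 1 library gave from 272 to 448 genes. In microglia edgeR called 0 genes in all its alternatives, and DESeq2 455, 201 without independent filtering, 2170 with shrunken fold changes on all 12 libraries, 478 with them on the same 6 libraries and 1184 with the choroid plexus covariate. Genes with a response that differs between cell fractions numbered 10 with DESeq2 size factors, 345 with at least 10 counts in every library, 0 without scaling and 0 in separate limma-voom fits, and 0 to 1286 with 1 library left out.

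Gene sets and lists. With an estimated correlation 0 astrocyte sets passed, with fry 2, and with the length and GC trend removed 1. In microglia 0 passed with an estimated correlation and 0 with fry. The overlap with the aged list was 32 genes with DESeq2 and 33 with the paper's calls, and from 3 to 11 with 1 library left out. The overlap with the senescence list was 15 and 14, and from 5 to 9. PC1 of astrocytes explained 28.91% with scaled genes, 42.16% on variance-stabilized values, 36.06% with at least 10 counts in every library, and 33.23 to 37.32% with 1 library left out. PC1 of microglia explained 90.18% on the 500 most variable genes, 45.08% with scaled genes, and 54.08 to 67.06% with 1 library left out. It separated the vectors only without GFP-319 or A2A-325. The difference in the marker enrichment, neuron list, was 0.047 with a prior count of 10, and -0.538 to 0.0956 with 1 library left out.

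Directions that reversed. With the length and GC trend removed these were the shifts of the glucose metabolism set (-0.0118), of mitochondrial transcripts in astrocytes (-0.139), of oxidative stress-induced senescence (0.112) and of IRM markers (0.479), and the log2 FC of Il1a (-0.261), Cryab (-0.0141), Tm4sf1 (-0.0104) and Ctsd (-0.0359) in astrocytes and of Hmgb1 (-0.0951) and Aif1 (0.661) in microglia. With DESeq2 size factors they were oxidative stress-induced senescence (0.00859), IRM markers (0.00855) and Hmgb1 in microglia (-0.0111). Hmgb1 in microglia was also -0.122 without scaling and -0.0673 with at least 10 counts in every library. With limma-voom the log2 FC was 0.0467 for Slc1a6 in astrocyte libraries, -0.0214 for Tm4sf1 there, -0.0382 for Hmgb1 and 0.0931 for Aif1 in microglia, and with edgeR on all 12 libraries -0.00985 for Slc1a2 in astrocyte libraries. With the choroid plexus covariate in edgeR and DESeq2 it was -0.263 and -0.281 for Hmgb1, -0.0761 and -0.0942 for P2ry12 in microglia, -0.0388 and -0.0563 for Cx3cr1 in microglia, and -0.69 and -0.705 for Ngp.

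Leaving out 1 library reversed the shifts of the following sets in astrocytes, with their ranges: glutamate release cycle (-0.427 to 0.00755), glycolysis (-0.154 to 0.0894), glucose metabolism (-0.113 to 0.125), RNA polymerase I (-0.13 to 0.0703), cell cycle (-0.0137 to 0.0653), interleukin-1 (-0.0866 to 0.121), TRAF6 (-0.0493 to 0.121), TNF (-0.0346 to 0.164) and mitochondrial transcripts (-0.269 to 0.823). In microglia it reversed oxidative stress-induced senescence (-0.0312 to 0.0906) and IRM markers (-0.193 to 0.182). Genes reversed in astrocytes were Slc1a1 (-0.831 to 0.0365), Slc1a2 (-0.0855 to 0.0994), Slc1a6 (-0.675 to 0.792), Il1a (-0.379 to 1.73), Hbb-bs (-0.427 to 0.0354), Aldoc (-0.0319 to 0.376), Tm4sf1 (-0.259 to 0.339), Ctsd (-0.135 to 0.162) and Cbr2 (-0.0387 to 0.411). In microglia they were Hmgb1 (-0.24 to 0.23), Gfap (-0.318 to 1), Aif1 (-0.661 to 0.806), Cd68 (-0.0744 to 1.94), Cx3cr1 (-0.237 to 1.56) and Ngp (-0.696 to 1.21).

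Other results that crossed the threshold. In astrocytes 19 named genes lost their call in at least 1 fit that left out a library and 17 under another alternative, and 5 gained it (Il33, Mmp15, Napsa, Fsd2 and Gldn). In microglia 4 gained it (Adora2a, Csf1r, Hbb-bs and 1500015O10Rik). Of the astrocyte sets, 3 lost and 2 gained their call in fits that left out a library and 10 lost it under another alternative, and of the microglia sets 3 and 9 lost it. Adora2a, Glul, Cdk6, Insr, Lrrc8b and Serpina3n kept their call in astrocytes in all 6 fits that left out a library. With 3 animals per group and the spread of the CD11b libraries, smaller changes in microglia were beyond the reach of edgeR. It called 0 of 189 simulated genes changed by a log2 FC of 2, against 125 of 190 in astrocytes.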

Differences from the paper's values

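All alternatives named were set before the data were examined, except DESeq2 with shrunken fold changes on the same 6 libraries and the choroid plexus covariate, which were chosen after seeing the values. A gap in a count or an adjusted p is taken as closed where the 2 values are within 1.5 times of each other, which leaves some distance between them. The number of genes called in astrocytes was 553 against the paper's 1127, with 29 higher against the paper's 211 and 524 lower against the paper's 916. The gap closed with DESeq2 (1263, 271 and 992), with DESeq2 without independent filtering (1108, 198 and 910) and with shrunken fold changes on the same 6 libraries (1190, 234 and 956). For the higher genes it also closed with shrunken fold changes on all 12 libraries (170), and for the lower genes it came within 1.5 times without a low-count filter (630) or with at least 10 counts in every library (686), both still below the paper's count. The other alternatives did not close it. In microglia 0 genes were called (2704 at an unadjusted p under 0.05) against the paper's 471, with 0 higher against the paper's 257 and 0 lower against the paper's 214. The gap closed with DESeq2 (455, 239 and 216) and with shrunken fold changes on the same 6 libraries (478, 267 and 211), and with no other alternative. The paper's own test was DESeq2. With shrunken fold changes on the same 6 libraries it also called 1126 of the paper's 1127 astrocyte genes and 455 of its 471 microglia genes. The median difference from the paper's log2 FC was 1.9e-06 and 1.2e-04. The gaps in the genes called therefore follow from the choice of test.

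The adjusted p was 0.00386 for Glul against the paper's 2.37e-11, 0.0263 for Timp1 against the paper's 1.59e-07, 0.00106 for Cdk6 against the paper's 8.85e-31 and 0.0279 for Yap1 against the paper's 6.93e-05. DESeq2 gave 2.77e-11, 8.71e-08, 1.22e-30 and 8.02e-05, which closed the gap for all but Timp1, where DESeq2 without independent filtering did (1.31e-07). Shrunken fold changes on the same 6 libraries gave 2.37e-11, 1.58e-07, 8.87e-31 and 6.93e-05. No other alternative closed these gaps. The overlap with the aged list was 13 genes against the paper's 33, and DESeq2 (32) and the paper's own calls (33) closed the gap, while the other alternatives did not.

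The log2 FC of Timp1 was 5.07 against the paper's 3.19, and no alternative set before the data were examined closed the gap, while shrunken fold changes on the same 6 libraries gave 3.2. The same held for Slc12a8 (-6.28 against the paper's -3.11025, shrunken -3.11), Cntnap1 (-4.83 against -3.29979, shrunken -3.3), Scimp (fitted value 9.17 against 2.82098, shrunken 2.82), Vstm2b (4.35 against 2.71192, shrunken 2.71), F8 (fitted value 9.01 against 2.6751, shrunken 2.68), Napsa (fitted value 6.4 against 2.65751, shrunken 2.66), Gldn (6.05 against 2.40369, shrunken 2.4) and Tmprss2 (fitted value 8.53 against 2.10619, shrunken 2.11). Fitted values of genes with counts at the floor in a whole group depend on the prior count, so their gap is not measured by them. Against a floor of 3 counts Scimp, F8, Napsa and Tmprss2 were higher by at least 4.51, 4.34, 4.92 and 3.87 on the log2 scale, which lies above the paper's values.

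For other genes some alternatives set before the data were examined closed the gap, which is taken as closed where it is within the standard error of the fit in question, so that a wider standard error closes it as well as a nearer value does. Mn1 was -3.22 against the paper's -2.39686, and it closed with shrunken fold changes on all 12 libraries (-3.04), limma-voom (-3.1), the length and GC trend removed (-2.94) and without GFP-303 (-2.77), GFP-307 (-3.13) or A2A-310 (-2.9), as with shrunken fold changes on the same 6 libraries (-2.4). Rab38 was lower by at least 4.82 on the log2 scale against a floor of 3 counts (fitted value -9.35, set by the prior count) against the paper's -2.50173. Shrunken fold changes, which depend on their prior for such a gene, gave -2.05 on all 12 libraries and -2.5 on the same 6, each within its standard error of the paper's value. Cmklr1 was -5 against the paper's -3.62844, and it closed with limma-voom (-4.79) and with shrunken fold changes on the same 6 libraries (-3.63). Fsd2 was 3.72 against the paper's 2.52533, and it closed with shrunken fold changes on all 12 libraries (3.28), edgeR on all 12 libraries (3.7, through its wider standard error), without GFP-303 (3.42) and with shrunken fold changes on the same 6 libraries (2.53). Hbb-bs in microglia was -4.6 against the paper's -3.54375, and it closed with the length and GC trend removed (-3.35), without GFP-317 (-3.59) or A2A-325 (-4.22), without A2A-322 (-4.66, further from the paper's value but within a wider standard error), with the choroid plexus covariate in edgeR (-4.48) and with shrunken fold changes on the same 6 libraries (-3.54). The alternatives not named did not close these gaps.

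Some directions or calls stated in the paper were not found with edgeR's test. The paper lists Napsa, Fsd2 and Gldn among the upregulated genes, which missed the threshold (adjusted p = 0.0502, 0.0665 and 0.0711) and passed it with DESeq2 (4.23e-05, 6.80e-05 and 9.48e-05), Napsa in astrocyte libraries also without a low-count filter (0.0415) or without robust dispersion (0.0433). The paper reports altered Il33 and Mmp15, which missed it (0.14 and 0.0763) and passed with DESeq2 (0.0367 and 9.54e-04). The paper reports lower glutamate cycling and glucose metabolism and higher DNA repair, interleukin-1 and TNF/NFκB pathways in astrocytes, whose sets did not pass in camera (adjusted p = 0.446 for the glutamate cycle, 0.732 for glycolysis, 0.853 for glucose metabolism, 0.557 for DNA repair, 0.787 for interleukin-1 and TNF signaling and 0.839 for TRAF6). The paper reports reduced cell cycle and raised oxidative stress in astrocytes, where neither the cell cycle set (adjusted p = 0.557) nor the set on detoxification of reactive oxygen species (0.0947) passed. The paper lists Slc1a2 and Slc1a3 among the downregulated genes of a glutamate pathway. In the sorted astrocyte libraries their mRNA was not lower (log2 FC 0.02 and 0.25). The paper also reports lower protein of the transporter encoded by Slc1a2, from western blots of hippocampus. Protein was not analysed here, so these mRNA values do not test that result. In microglia the paper reports a higher response to oxidative stress, where the set on detoxification of reactive oxygen species was lower (-0.935), and no DAM signature, where the hand-written DAM list passed in camera (0.444, adjusted p = 0.0106) and not with fry (0.353).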

Other observations

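Among the tests in this part, those of the number of genes called by edgeR, of gene sets and of the opposite fold changes over splits, and that of Adora2a in CD11b libraries, were chosen before their results were seen, and all others only after the results were seen.

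The mRNA of proteins that the paper measured by staining was as follows. In the ACSA-2 libraries Gfap had 1060 ± 213 CPM in AAV-GFP controls and 1720 ± 616 CPM in AAV-A2A animals (SD, n = 3 per group), a log2 FC of 0.70 (SE 0.27, edgeR adjusted p = 0.285) that was 0.375 without A2A-313 and passed the threshold in 0 of the 6 fits that left out a library, and Stat3 (ENSMUSG00000004040, chromosome 11 from 100885098 to 100939540) 902 ± 193 and 331 ± 127 CPM, a log2 FC of -1.445 (SE 0.31, edgeR adjusted p = 0.0334) that passed the threshold in 0 of the 6 fits that left out a library and not with the length and GC trend removed (-1.19, adjusted p = 0.0617). In the CD11b libraries Aif1 had 250 ± 200 and 240 ± 148 CPM (log2 FC -0.06, edgeR adjusted p = 0.976) and Cd68 894 ± 985 and 1250 ± 745 CPM (log2 FC 0.48, edgeR adjusted p = 0.815). Hmgb1 had a log2 FC of 0.00566 in the CD11b libraries, Stat3 0.43 and Gfap 0.63, and Aif1 had 0.50 and Cd68 0.97 in the ACSA-2 libraries, none of them past the threshold.

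The 6 libraries of a fraction can be parted into 3 and 3 in 10 ways, so the share of splits is never under 0.1 and cannot tell an effect of the vector from chance. In astrocytes the real split gave the most genes called by edgeR (1 of 10 splits, the real one included, had as many), by DESeq2 (1 of 10) and the most gene sets (1 of 10), and the other splits gave 0 genes with edgeR. In microglia the real split gave 0 genes with edgeR (2704 at an unadjusted p under 0.05), a number that all 10 splits reached. With DESeq2 2 of 10 splits gave as many genes, and 2 of 10 as many gene sets. The split that gave more put GFP-316, GFP-317 and A2A-325, the libraries rich in choroid plexus transcripts, against the other 3, with 2160 genes by edgeR and 3889 by DESeq2.

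PC1 of the CD11b libraries followed these choroid plexus transcripts. The median loading of the choroid plexus list on PC1 was 0.0418, and 0 of 10000 random lists matched on expression had a median loading as large, so choroid plexus RNA in some CD11b libraries is a candidate explanation for the failure of PC1 to separate the vectors. Whether it also accounts for the lack of edgeR calls stays open. With the choroid plexus marker level as a covariate edgeR called 0 genes (3043 at an unadjusted p under 0.05), but such a fit of 6 libraries has few degrees of freedom left, and edgeR without the covariate called 0 of 189 simulated genes changed by a log2 FC of 2. DESeq2 called 1184 genes with the covariate and 455 without it. The number of genes detected per library did not differ between the vectors beyond what 3 against 3 can show (exact permutation p = 0.2), so a difference in complexity and an effect of the vector cannot be told apart for the number of genes called in microglia.

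Fold changes followed gene length in both fractions, with a Spearman correlation of -0.176 in astrocytes and 0.392 in microglia. With each library's trend on length and GC content removed, 496 of the 553 genes called in astrocytes stayed past the threshold, which argues against this trend as the whole cause of those calls. In microglia 234 of the 431 genes called by DESeq2 and tested both with and without the trend stayed, so the trend was not the whole cause there either. Fold changes of the fractions ran opposite across 14961 genes (Spearman correlation -0.156). Assignments of the vector gave as strong a correlation in 22 of 200, the real one included, and it was -0.0575 with the trends removed, so chance and these trends remain open.

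Genes lower in the CD11b libraries of AAV-A2A animals include markers of other cells. Of the 216 genes lower by DESeq2, 26 were on the neuron, erythrocyte, endothelial or ependymal lists. Of the same 216, 130 had a mean of at least 1 CPM and were higher in the ACSA-2 libraries. Fewer cells of other types in these suspensions may account for such genes. This cannot be told apart from lower expression in microglia, since the composition of the suspensions was not measured apart from the RNA. A higher share of microglia alone would lower all other cells alike, and the erythrocyte list fell more than the astrocyte list by 2.84 on the log2 scale (permutation over genes, p = 5.00e-05). This p covers the spread over genes and not over animals. By library, the erythrocyte list did not overlap between the groups (median log2 CPM of 7.99, 8.76 and 6.4 in AAV-GFP and 4.84, 4.94 and 2.84 in AAV-A2A), and the astrocyte list did. With 3 animals per group, a higher share of microglia as the whole cause stays open.

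Adora2a was higher in the CD11b libraries of AAV-A2A animals, and RNA of transduced astrocytes carried into these suspensions may be the cause. Its level above AAV-GFP was 1.67, 5.13 and 1.27% of that in the ACSA-2 libraries for A2A-321, A2A-322 and A2A-325, where the median of the astrocyte list was 1.13, 1.76 and 1.49%, and 6 of the 18 genes of the list had a share at least as large on average. Carry-over and expression in microglia therefore cannot be told apart, since the shares of astrocyte genes span that of Adora2a.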
